# Dual targeting of MAPK and PI3K pathways unlocks redifferentiation of *Braf*-mutated thyroid cancer organoids

**DOI:** 10.1038/s41388-023-02889-y

**Published:** 2023-11-20

**Authors:** Hélène Lasolle, Andrea Schiavo, Adrien Tourneur, Pierre Gillotay, Bárbara de Faria da Fonseca, Lucieli Ceolin, Olivier Monestier, Benilda Aganahi, Laura Chomette, Marina Malta Letro Kizys, Lieven Haenebalcke, Tim Pieters, Steven Goossens, Jody Haigh, Vincent Detours, Ana Luiza Silva Maia, Sabine Costagliola, Mírian Romitti

**Keywords:** Cancer models, Phenotypic screening

## Abstract

Thyroid cancer is the most common endocrine malignancy and several genetic events have been described to promote the development of thyroid carcinogenesis. Besides the effects of specific mutations on thyroid cancer development, the molecular mechanisms controlling tumorigenesis, tumor behavior, and drug resistance are still largely unknown. Cancer organoids have been proposed as a powerful tool to study aspects related to tumor development and progression and appear promising to test individual responses to therapies. Here, using mESC-derived thyroid organoids, we developed a Braf^V637E^-inducible model able to recapitulate the features of papillary thyroid cancer in vitro. Overexpression of the murine Braf^V637E^ mutation, equivalent to Braf^V600E^ in humans, rapidly triggers to MAPK activation, cell dedifferentiation, and disruption of follicular organization. Braf^V637E^-expressing organoids show a transcriptomic signature for p53, focal adhesion, ECM-receptor interactions, EMT, and inflammatory signaling pathways. Finally, PTC-like thyroid organoids were used for drug screening assays. The combination of MAPK and PI3K inhibitors reversed *Braf*^V637E^ oncogene-promoted cell dedifferentiation while restoring thyroid follicle organization and function in vitro. Our results demonstrate that pluripotent stem cells-derived thyroid cancer organoids can mimic tumor development and features while providing an efficient tool for testing novel targeted therapies.

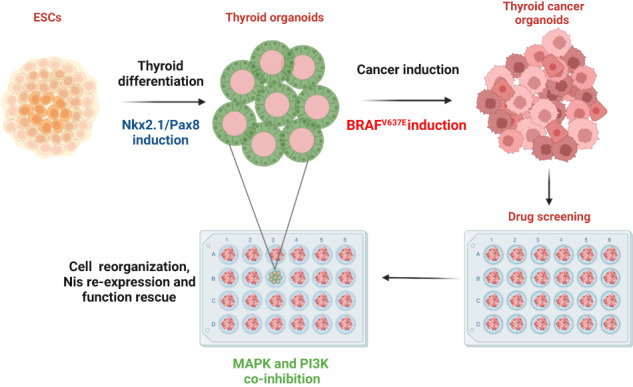

## Introduction

Pluripotent Stem Cells (PSCs) emerged as a model to dissect and recapitulate the molecular events and gene networks that regulate cell fate determination, cell differentiation and organogenesis. Guided differentiation of PSCs into 3D organized tissue by inducible overexpression of specific transcription or growth factors and inhibitors allows the derivation of in vitro organoids and the understanding of mechanisms regulating cell differentiation and tissue formation [1]. Due to their remarkable self-organizing structures and functional properties, organoid technology became a powerful tool to model organ development and disease ‘in a dish’ [2, 3].

Our group has demonstrated the generation of functional thyroid organoids derived from mouse and human embryonic stem cells (mESC and hESC) [4, 5]. The differentiation protocols rely on transient induction of *Nkx2.1* and *Pax8* thyroid transcription factors. This approach enables an efficient generation of thyroid follicular cells that organize into three-dimensional follicular structures capable of thyroid hormone production in vitro and in vivo. These models, along with the further development of thyroid organoids derived from healthy murine and human pluripotent or adult stem cells, (PSCs/aSC) [6–16] open new perspectives to explore thyroid developmental and pathological processes, including thyroid cancer.

In the last decade, the use of organoids for cancer research emerged opening new possibilities to better understand tumor behavior. Initially, colon, prostate, pancreatic, ovarian, lung and thyroid cancer-derived organoids have been efficiently generated, which resemble phenotypically and genetically the tumor of origin [17–26]. A large set of healthy and tumour-matching organoids has been generated and is available through biobanks. These patient-derived organoids are particularly interesting in testing individual responses to therapies [21, 26, 27].

Recently, studies have reported the generation of cancer models arising from healthy (aSCs and PSCs) cells by controlling oncogene expression [28–30]. By using shRNA and CRISPR-Cas9, stomach cancer (*Cdh1*^*-/-*^*; Tp53*^*-/-*^*)* [31], colon cancer (*APC, TP53, KRAS* and *Smad4* mutations) [28, 29, 32], pancreatic cancer (*KRAS* and/or *TP53* mutations) [17, 33] and lung adenocarcinoma organoids (*HER2* overexpression) could be efficiently generated [30]. Compared to patient-derived organoids, healthy stem cells-derived cancer organoids are suitable to address additional questions such as precise effects of oncogenes and early events driving tumorigenesis; the role of cancer stem cells on tumor induction, genomic stability, the effect of treatments at different stages of carcinogenesis and screening for new therapeutical tools [34]. Besides, they allow multiple reproducible experiments free from inter-individual variability.

Thyroid cancer is the most frequent endocrine malignancy, and several genetic events have been described as driving thyroid carcinogenesis. Papillary thyroid carcinoma (PTC) is the most common malignant thyroid tumor [35], and aberrant activation of the MAPK pathway is a hallmark [36]. The BRAF^V600E^ mutation is the most frequent genetic event, accounting for around 50% of PTCs [37–39] and results in an oncogenic protein with markedly elevated kinase activity that constitutively induces MEK/ERK signaling transduction [40–42].

*BRAF*-mutated thyroid tumors are often less differentiated, mainly due to the lower expression levels of thyroid functional genes *NIS, TSHR, TG* or *TPO*, leading to a low Thyroid Differentiation Score (TDS) [43]. This dedifferentiated state is associated with a worse clinical condition and with a higher rate of radioactive iodine (RAI) refractory tumors [44, 45]. However, its impact on prognosis is still uncertain, as BRAF^V600E^ alone has not been proven to be an independent prognostic factor [46, 47]. On the other hand, *BRAF* and *TERT* promoter mutated tumors are associated with higher specific mortality [48]. Also, studies have shown a small proportion (around 20%) of BRAF^V600E^ mutated tumors presenting a higher level of differentiation associated with less aggressive behavior and a preserved RAI uptake ability [43, 49]. This suggests a possible cell heterogeneity among the *BRAF*^*V600E*^-mutated tumors.

So far, efficient, fast, and cost-effective tools are lacking to functionally characterize a large set of candidate genes in the context of thyroid carcinogenesis. Thyroid cancer organoids/spheroids models have been recently described based on patient tumor-derived models [26, 50–53]. Tumor-derived organoids can be used to explore patient-specific tumor behavior and the treatment response, but present high heterogeneity and low reproducibility. Saito et al. described a mouse model of poorly differentiated thyroid carcinoma obtained after transplantation of thyroid organoids derived from *Tp53*^–/–^ mice with *NRAS* activating mutation [25]. Recently, Veschi et al. [54]. generated PTC and FTC organoids by inducing *BRAF*, *NRAS* and *TP53* mutations in thyroid progenitors derived from hESC. After transplantation, the tumors resembled Papillary and Follicular tumors and, transcriptomics analysis suggested a cooperative effect of Kisspeptin receptor (KISS1R) and Tissue Inhibitor of Metalloproteinase 1 (TIMP1)/Matrix metallopeptidase 9 (MMP9)/Cluster of differentiation 44 (CD44), on tumor development and progression [54].

In this study, we have established an in vitro organoid model for PTC to streamline the process of screening potential targets and pharmaceutical agents. We achieved this by leveraging our established model of thyroid generation, which involves the inducible expression of the Braf^V637E^ mutation in functional thyroid follicles derived from mouse ESCs.

## Results

### mESC_BRAF^V637E^ cell line generation and characterization

We combined the previously described mESC transient induction thyroid differentiation strategy [4] with a Braf^V637E^-ERT [2] inducible model [55] to generate a double-inducible recombinant mESC_Braf^V637E^ cell line. The murine Braf^V637E^ mutation corresponds to the human Braf^V600E^ mutation. The resulting mESC_Nkx2-1/Pax8_bTg_Braf^V637E^_ERT^2^ clones were initially selected and characterized by the response to doxycycline (Dox) treatment, confirmed by the overexpression of Nkx2-1 and Pax8; and ability to spontaneously differentiate into cells from the three germ-layers (Supplementary Fig. 1A–C). In addition, a control mESC line was generated in which Braf^V637E^_ERT^2^ system was replaced by the eGFP sequence (mESC_Nkx2-1/Pax8_bTg_eGFP). Similarly, the control line responded properly to Dox induction and maintained the pluripotency capacity (Supplementary Fig. 1D–F).

### Thyroid differentiation protocol

The capability of the new cell line to generate thyroid follicles and express the Braf^V637E^ oncogene was demonstrated following the mESC thyroid differentiation protocol [4, 56, 57]. Since we used a newly modified mESC line, the steps of the differentiation protocol were tested and adapted accordingly (Fig. 1A). Here, using the mESC_Nkx2-1/Pax8_bTg_Braf^V637E^ line, we observed that Dox stimulation for 5 days leads to higher exogenous and endogenous *Nkx2-1*, *Pax8* and *Tg* mRNA compared to 3 or 4 days of treatment (Supplementary Fig. 2A–D). Similar results were obtained using the control mESC line (data not shown). Next, two weeks of treatment with cAMP (from day 9 to 23) markedly induced the expression levels of *Nkx2-1, Pax8, Tg, TshR, Nis, Tpo* and exogenous *Braf*^*V637E*^ when compared to the control (-Dox -cAMP) (Fig. 1B). Immunofluorescence staining also showed Nkx2-1 and Tg-expressing cells (Fig. 1C) organized into follicular structures with intraluminal iodinated-Tg (Tg-I) accumulation (Fig. 1D). Since our protocol also generates other cell types than thyroid [57], a follicle enrichment (FE) step was added to the protocol to enrich the follicular structures and induce the Braf^V637E^ oncogene in a purer population. This protocol led to an increase in thyroid markers levels (Fig. 1E) when compared to the non-enriched control condition (No FE), while the follicular structures and functionality were preserved as demonstrated by Nkx2-1, Nis and Tg-I stainings (Fig. 1F, G). Notably, after re-embedding in Matrigel (MTG), follicles could be maintained in culture for at least 28 additional days without major histological changes (data not shown).

**Fig. 1:**
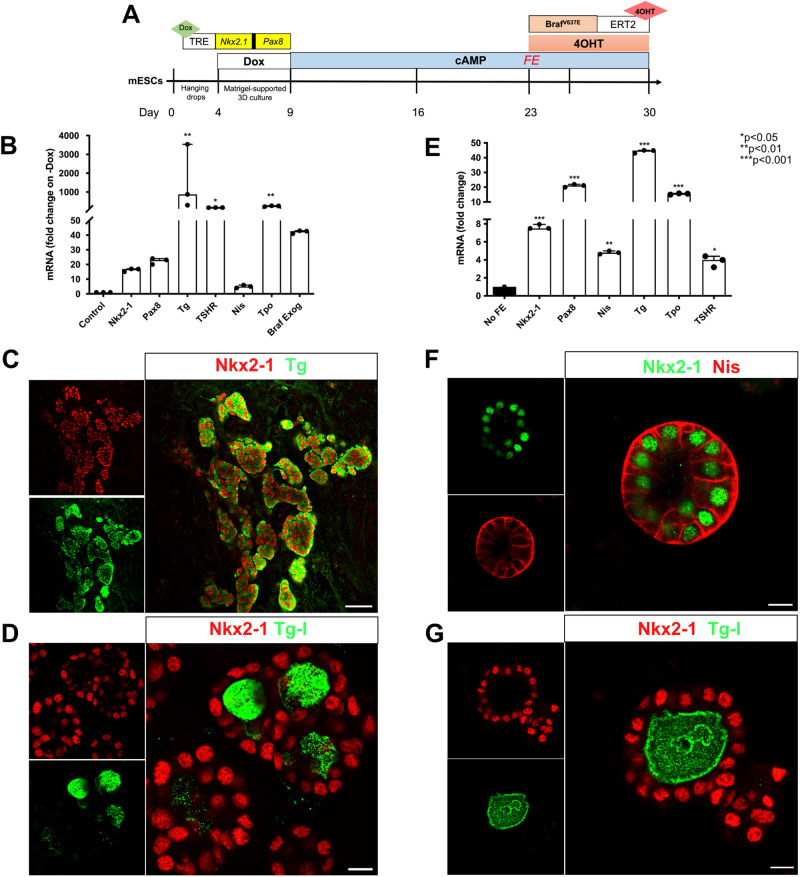
mESC_Nkx2-1/Pax8_bTg_Braf^V637E^ cell line differentiation into thyroid organoids. Scheme of the thyroid differentiation protocol and Braf^V637E^ induction in mature thyroid follicles (**A**). Differentiation of mESC_Nkx2-1/Pax8_bTg_Braf^V637E^ cell line promotes expression of the main thyroid genes and Braf^V637E^ exogenous (**B**). Control corresponds to the - Dox condition. Immunofluorescence staining showing Nkx2-1 and Tg co-expressing cells organized in follicular structures (**C**), which are accumulating the thyroid hormone precursor, Tg-I, inside the lumen compartment (**D**). The follicular enrichment (FE) procedure significantly increased the expression levels of thyroid genes (**E**) while keeping the structural organization of the follicles evidenced by Nis basolateral localization (**F**) and its functionality, with Tg-I accumulation (**G**). Values represent the median (IQR) of 3 independent experiments with individual values shown (*p < 0.05; **p < 0.01; ***p < 0.001; Mann–Whitney U test). Scale bars, 50 μm and 10 μm for high magnification follicles.

### Braf^V637E^ induction on thyroid organoids leads to PTC-like phenotype

To ensure that Braf^V637E^ oncogene is expressed specifically among follicular thyroid cells, we used the bovine Tg (bTg) as a promoter controlling Braf^V637E^_ERT^2^ expression. Effectively, exogenous *Braf*^*V637E*^ mRNA expression was rapidly induced after Dox treatment (Day 9; Supplementary Fig. 2E), maintaining the expression levels stable over time (Fig.1B and Supplementary Fig. 3A), while *Tg* expression increased following the differentiation program (Supplementary Fig. 3A). In the absence of tamoxifen (4OHT) Braf^V637E^ protein is not active/phosphorylated since it is maintained in the nucleus in an inactive complex with HSP90. The addition of 4OHT induces nuclear translocation of the Braf^V637E^ mutant to the cytoplasm (NES signal) [55], then driving MAPK activation [55] (Fig. 2A). Indeed, 48 h after 4OHT addition, we observed an increase in ERK phosphorylation (pERK) compared to the control condition (cAMP) (Fig. 2B).

**Fig. 2:**
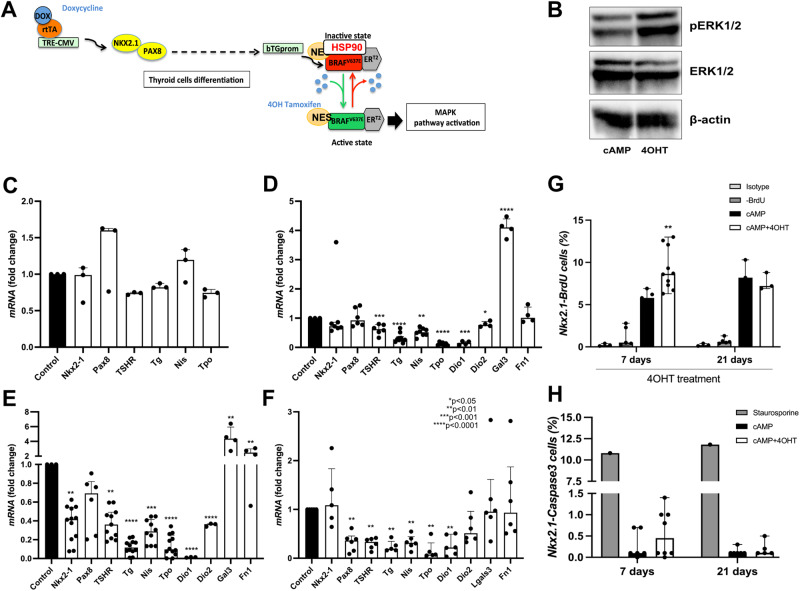
Effect of the Braf^V637E^ oncogene induction on mature thyroid follicles. Schematic representation of thyroid differentiation, Braf^V637E^ oncogene expression on thyroid cells, and its activation under tamoxifen (4OHT) treatment (**A**). Western blot demonstrates an increase of phospho-ERK (pERK) 48 h after the addition of 4OHT to the organoids culture (**B**). Beta-actin was used as a loading control for the immunoblot experiments. The image represents one experiment from 3 experimental replicates. Gene expression analysis showing the inhibitory effect of Braf^V637E^-oncogene activation on thyroid genes after 6 h (**C**), 48 h (**D**), 7 days (**E**) and 21 days (**F**) of 4OHT treatment. For each time point gene expression levels of the cAMP+4OHT treated cells were compared to the control (cAMP) levels. Bar graphs represent the median (IQR) of at least 3 independent experiments with individual values shown. (*p < 0.05; **p < 0.01; ***p < 0.001; ***p < 0.0001; Mann–Whitney U test). Proportions of proliferating (Nkx2.1/BrDU + ) (**G**) and apoptotic (Nkx2.1/Caspase3 + ) (**H**) cells among control (cAMP) and Braf^V637E-^induced (4OHT) organoids after 7 and 21 days of 4OHT treatment. For the proliferation assay, isotype and -BrdU conditions were used as negative controls for flow cytometry gating. As a positive control for apoptosis, staurosporine treatment (24 h) was used to determine Caspase 3 expression. Bar graphs represent the median (IQR) of at least 3 independent experiments with individual values shown. cAMP was used as control for comparisons. (**p < 0.01; Mann–Whitney U test).

One of the hallmarks of thyroid cancer is the downregulation of thyroid differentiation markers [41, 58]. In our organoid model, the activation of Braf^V637E^ rapidly led to a progressive time-dependent decrease of *Tpo*, *TSHR* and *Tg* mRNA expression (Fig. 2C–E and Supplementary Fig. 3B), detected as early as 6 h after 4OHT addition (Fig. 2C). Notably, more significant downregulation compared to the cAMP control was observed after 48 h and 7 days while maintained for at least 21 days (Fig. 2D–F, respectively). As for PTCs, in our model, the expression of thyroid transcription factors *Pax8* and *Nkx2-1* was also globally maintained. However, a partial decrease of *Nkx2.1* levels was observed at 7 days, which corroborates recent findings suggesting that thyroid cells transiently downregulated NKX2.1 in early tumor stages [59]. Conversely, Galectin 3 *(Lgals3)* expression, which has been suggested as a marker for thyroid malignancies and, more specifically, for PTC [60], was significantly increased at 48 h and 7 days of 4OHT treatment (Fig. 2D, E). Also, an increase in Fibronectin 1 (*Fn1*) expression, associated with aggressive thyroid cancer [61, 62], was observed after 7 days of Braf^V637E^ induction, suggesting a more advanced dedifferentiated cell state in our organoid model (Fig. 2E). The generation of thyroid organoids was equally successful when differentiating mESC_Nkx2-1/Pax8_bTg_Braf^V637E^_ERT2 cells using hrTSH instead of cAMP, as demonstrated in Supplementary Fig. 4A, C. Furthermore, the addition of 4OHT to the conditioned media (for a duration of 7 days, as illustrated in Supplementary Fig. 4B, C) led to dedifferentiation and histological changes.

Cell proliferation assessment demonstrated an increased proportion of Nkx2-1/BrdU+ cells within the Braf^V637E^-expressing organoids (4OHT) as compared to the controls (cAMP) after 7 days of treatment (Fig. 2G). Interestingly, there were no observable variations in proliferation even after 21 days of 4OHT treatment (Fig. 2G). Furthermore, considering that prior studies have indicated that the induction of oncogenes in organoids can lead to cell death [63], our analysis of apoptosis showed no significant difference in the proportions of Nkx2.1/Caspase3+ between cAMP and 4OHT-treated organoids both at 7 and 21 days of 4OHT treatment (Fig. 2H). However, a notable increase in the proportion of Nkx2.1/Caspase3+ cells was evident when cAMP-treated organoids were exposed for 24 h to staurosporine, a highly potent inducer of apoptosis. (Fig. 2H). Given that tumor growth arrest and antiapoptotic phenotype are linked to oncogene-induced senescence (OIS) [64, 65], we examined p21 expression at both 7 and 21 days of 4OHT treatment. Notably, we observed no co-expression of p21 with Nkx2-1 in either the control or 4OHT-treated thyroid organoids. However, a small proportion of non-thyroid cells (Nkx2.1 negative) were positive for p21 and used as positive controls (Supplementary Fig. 5A–C).

Histological characterization performed after 48 h of continuous activation of Braf^V637E^ by 4OHT demonstrated disruption of the follicular organization in non-enriched thyroid organoids compared to the control condition (cAMP) (Fig. 3A). Nkx2-1 and Tg staining revealed that Braf^V637E^ oncogene strongly disturbs thyroid follicles resulting in elongated and unorganized structures. In addition, heterogeneous expression of Tg was observed among the Nkx2-1 cells (Fig. 3A). Further analysis, performed in follicle enriched (FE) population, confirmed the effect of Braf^V637E^ oncogene in promoting cell dedifferentiation and loss of follicle organization. Tg levels were overall reduced and heterogeneous among the unorganized Nkx2-1+ cells (Fig. 3B). Interestingly, the cell disorganization caused by Braf^V637E^ oncogene might pass by an initial expansion of the follicular size with infiltration of Nkx2-1 cells inside of the lumen compartment, which also presents a heterogeneous distribution of Tg (Supplementary Fig. 3C) since this feature was observed among some “follicular-like” remaining structures after 48 h of 4OHT treatment. Reassuringly, staining for E-Cadherin (epithelial) and Zo-1 (intra-luminal) adhesion markers showed that Braf^V637E^-expressing cells are not able to preserve polarization and, consequently lumen space is not well defined in most of the structures (Fig. 3C, D, respectively). Therefore, the functionality of those cells was impaired and, Nis expression and Tg-I accumulation were significantly reduced compared to the control condition (Fig. 3E, F). Of note, despite the strong effect of Braf^V637E^ oncogene on thyroid follicle disruption, we observed that few follicles still preserved a certain degree of organization (Supplementary Fig. 3D) after 48 h of 4OHT treatment. As expected, after 7 days of Braf^V637E^ continuous stimulation, a higher level of cell dedifferentiation and lack of organization could be detected, with a lower proportion of the Nkx2-1 cells expressing Tg compared to control (cAMP) (Fig. 3G) and to the previous time point (48 h; Fig. 3A). However, despite the absence of proper follicular organization, there was an increased proportion of Tg-expressing cells within the Braf^V637E^-expressing organoids after 21 days of 4OHT treatment compared to earlier time points (48 h and 7 days; Fig. 3H). This observation, in conjunction with the gene expression and the proliferation data (Fig. 2F, G) implies a partial arrest in the tumorigenic processes at a later stage.

**Fig. 3:**
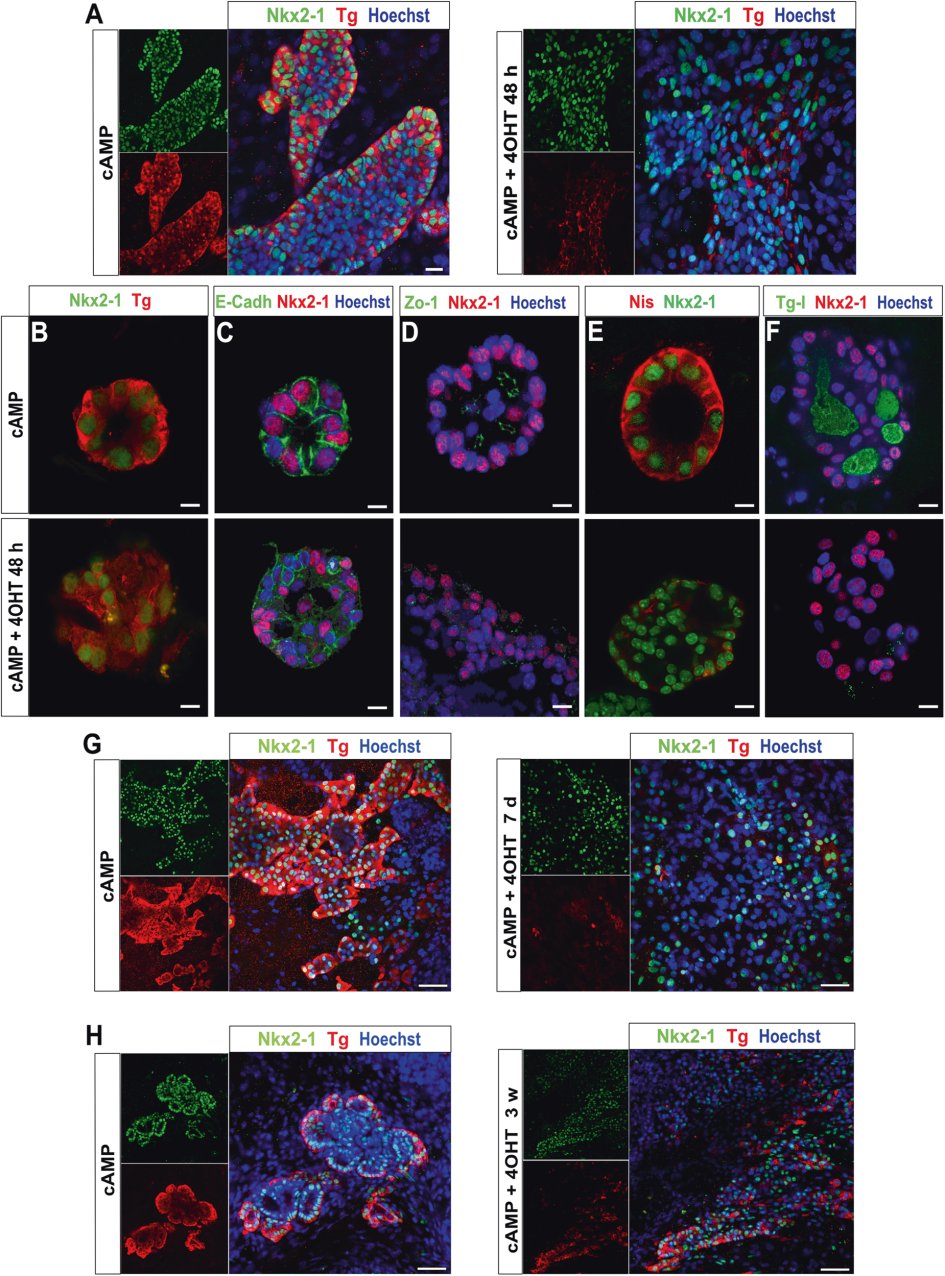
Morphological changes on thyroid follicles caused by Braf^V637E^ activation. cAMP-treated thyroid cells show follicular organization with Nkx2-1 nuclear expression and Tg accumulation in the luminal compartment. In contrast, after 48 h of Braf^V637E^ oncogene induction by 4OHT, most of the cells are not organized into follicular structures and a great proportion is expressing very low levels of Tg (**A**). Higher magnification images showing the follicular organization of the thyroid cells in the control condition (48 h), with proper expression of Nkx2-1 and/or Tg (**B**), E-cadherin (**C**), Zo-1 (**D**), Nis (**E**) and Tg-I (**F**) accumulation in the lumen. While in the 4OHT condition the follicular organization is disrupted as well as its function. Nkx2-1 and Tg co-staining in control (cAMP) and Braf^V637E^-induced (4OHT) cells for 7 days (**G**) and 21 days (**H**) shows clear changes in thyroid morphology evidenced by the heterogeneity of Nkx2-1 cells which mostly do not express Tg or at low levels at day 7, while at day 21 a higher proportion of Nkx2-1 cells are Tg positive. Hoescht (shown in blue) was used for nuclei staining. Scale bars, 20 μm (**A**), 10 μm (**B**–**F**) and 50 μm (**G**, **H**).

The above-described experiments were also performed using the control TRE-Nkx2-1-Pax8_bTg-eGFP cell line. Adding 4OHT to mature follicles for 7 days did not impair the levels of the thyroid differentiation markers and the follicles’ organization (Supplementary Fig. 6A, B). Furthermore, there was a slight increase in the proportions of Nkx2.1 and GFP-expressing cells when WT organoids were treated with 4OHT (7 days; Supplementary Fig. 6C). It’s worth noting, as previously demonstrated [57], that bTg_GFP-expressing cells do not encompass the entire Tg-expressing cells population (Supplementary Fig. 6D). This could be attributed to the lack of regulatory regions not included in our construct.

### Effect of transient Braf^V637E^-induction on cell differentiation

Since our system for Braf^V637E^ activation is dependent on continuous treatment with 4OHT, we transiently treated the cells with 4OHT for 2 days, followed by 5 days of culture in a 4OHT-free medium (cAMP) in order to explore if the oncogenic effect is maintained when the protein is not active. Surprisingly, we did not observe recovery in *Nkx2-1, TSHR, Tg* or *Tpo* gene expression levels (Supplementary Fig. 7A, C–E) after 4OHT removal. However, *Pax8* and *Slc5a5/Nis* expression was partially recovered (Supplementary Fig. 7B, F), confirming the specific inhibitory effect of Braf^V637E^ oncogene on *Slc5a5/Nis* expression. These findings indicate that *Nis* regulatory mechanisms are maintained in our system and suggest it as a tool for Nis-reactivation studies.

### Screening for Nis re-expression using signaling pathways inhibitors

Studies in mouse models and humans have demonstrated that tumors carrying *BRAF* mutations show reduced expression of *Nis* and, consequently a higher rate of radioiodine (RAI) refractoriness [41, 44, 66]. Here, we used our organoids model to explore new strategies to reactivate *Nis* expression in Braf^V637E^-expressing cells by screening distinct categories of inhibitors previously described to be involved in *Nis* regulation [67, 68]. PD0325901 (MEK inhibitor), LY204002 (PI3K inhibitor), VPA (HDAC inhibitor), NAC (N-acetyl cysteine, antioxidant compound), 5-AZA-2’ deoxycytidine and RG108 (DMNT inhibitors) were tested isolated and/or in combination for 3 days (in addition to cAMP+4OHT) using Braf^V637E^-expressing organoids (previously treated for 4 days with 4OHT; Fig. 4A). Initially, we observed that VPA alone was the only treatment able to completely restore *Nis* expression levels (Fig. 4B, C and Supplementary Fig. 8A). However, when combined, PD0325901 and LY204002 inhibitors; PD0325901, LY204002 and VPA; and PD0325901 and NAC resulted in a great increase of *Nis* mRNA (Fig. 4B, C and Supplementary Fig. 8A). IF staining shows Nis protein re-expression among Braf^V637E^-induced cells treated with VPA alone, but localization was not restricted to the basolaterall membrane. In contrast, when cells were treated with MEK (PD) of PI3K (LY) inhibitors, associated or not with VPA, we observed Nis protein correctly localized at the basolateral membrane and surprisingly, it restored the follicular structure (Fig. 4C).

**Fig. 4:**
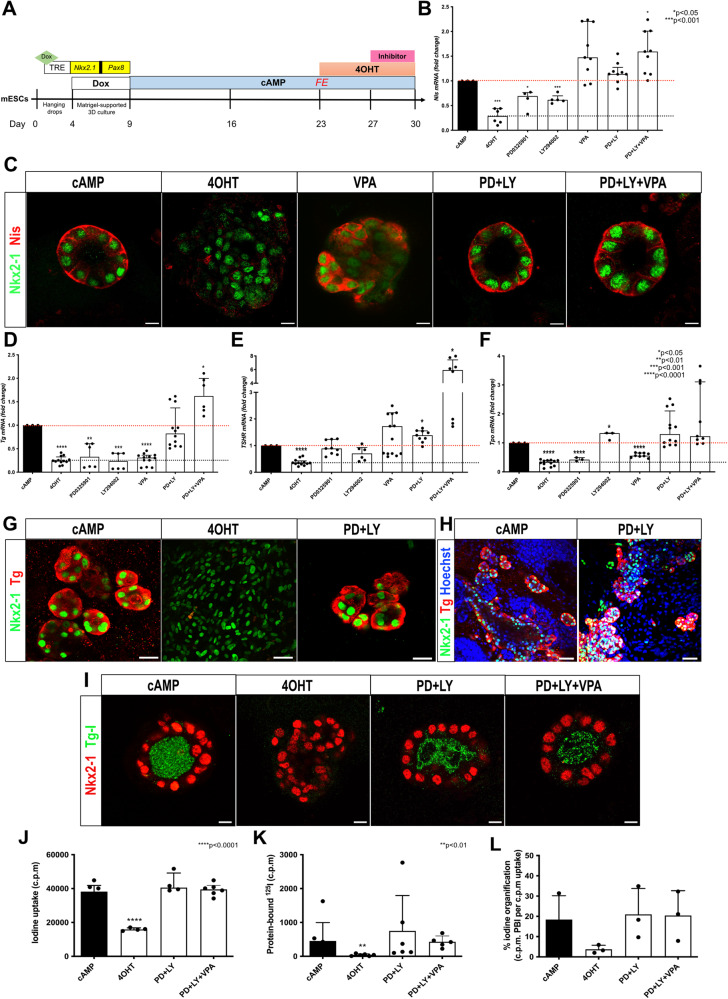
Drug screening reveals that VPA and MAPK/PI3K inhibition can restore Nis expression in Braf^V637E^-induced cells. Schematic representation of the protocol used for drug screening experiments (**A**). qPCR data show that 4OHT-treated organoids (4 days) treated with MEK (PD0325901; PD) and PI3K (LY294002; LY) inhibitors isolated increase but do not restore *Nis* expression to control (cAMP) levels. However, when combined, *Nis* expression reached cAMP levels. On the other hand, the HDAC inhibitor (VPA) can recover *Nis* expression (**B**) by itself. Bar graphs represent the median (IQR) of at least 4 independent experiments with individual values shown. Comparisons were performed against the cAMP condition. (**p < 0.05; ***p < 0.001; Mann–Whitney U test). Confocal images show downregulation of the Nis transporter in 4OHT condition, which is restored by VPA treatment. However, the expression pattern differs from the control (cAMP) condition. Co-inhibition of MAPK and PI3K pathways associated or not to VPA treatment restores Nis protein expression at the basolateral membrane of the properly organized follicles (**C**). Scale bars, 10 μm. Gene expression analysis shows that PD0325901 and LY294002 co-treatment recover the *Tg* (**D**), *TSHR* (**E**), and *Tpo* (**F**) mRNA to cAMP levels. Bar graphs represent the median (IQR) of at least 3 independent experiments with individual values shown. Comparisons were performed against the cAMP condition. (*p < 0.05; **p < 0.01; ***p < 0.001; ***p < 0.0001; Mann–Whitney U test). Immunostaining for Nkx2-1 and Tg shows that proteins levels are similar to controls (cAMP) while follicular organization (**G**, **H**) and luminal Tg-I accumulation were restored under PD + LY and PD + LY + VPA conditions (**I**). Scale bars, 20 μm (**G**), 50 μm (**H**), and 10 μm (**I**). Organification assay shows recovery of Iodine uptake (**J**), protein-bound to 125I (**K**), and % of iodine Organification (**L**) in PD + LY and PD + LY + VPA conditions. Bar graphs represent the median (IQR) of at least 3 independent experiments with individual values shown. Comparisons were performed against the cAMP condition. (**p < 0.01; ***p < 0.0001; Mann–Whitney U test).

### MAPK and PI3K signaling inhibition cause Braf^V637E^-induced cell redifferentiation and function recovery

Since we observed that HDAC, MEK, and PI3K inhibition seem to favor follicle reorganization, we evaluated if such treatments also induce cell redifferentiation and function recovery. Initially, we analyzed the gene expression levels of thyroid differentiation markers strongly affected by Braf^V637E^ induction. The effects of isolated and combined drugs on *Tg, TSHR, Tpo, Nkx2-1* and *Duox* genes appear to be variable and pathway-dependent (Supplementary Fig. 8B–F). As for *Slc5a5/Nis*, MEK and PI3K inhibition in combination with or without VPA resulted in complete recovery of *Tg*, *TSHR* and *Tpo* mRNA levels (Fig. 4D–F), indicating cell redifferentiation. While *TSHR* levels can be restored by treatment with isolated inhibitors (Fig. 4E), *Tpo* expression appears to be dependent on PI3K signaling (Fig. 4F). On the other hand, *Tg* mRNA expression was recovered only when the inhibitors were used in combination (Fig. 4D). Indeed, immunostaining showed that isolated inhibitors could not restore Tg levels. Nevertheless, a higher proportion of Tg-expressing cells was observed with the MEK inhibitor PD0325901 (Supplementary Fig. 8G). Conversely, combined MEK and PI3K inhibitors restored Tg protein levels and led to a significant reorganization of the cells into follicles comparable to the control (cAMP) condition (Fig. 4G, H). Considering that inhibition of MEK and PI3K pathways (+/-VPA) recovered thyroid differentiation and follicular organization, we tested the functionality of reorganized follicles. Remarkably, we observed an accumulation of Tg-I in the lumen of follicles treated with the combinations of inhibitors (Fig. 4I). The organification assay confirmed that the co-treatment restored iodide uptake and ^125^I binding to proteins resulting in organification levels comparable to the control (Fig. 4J–L).

### Dabrafenib and trametinib effect on redifferentiation is potentialized by PI3K inhibition

The treatment of advanced thyroid carcinomas as PDTC and ATC with BRAF inhibitor dabrafenib and MEK inhibitor trametinib have shown significant redifferentiation and response rates in *BRAF*-mutated tumors [69–71]. In this study, we examined the effect of isolated dabrafenib and trametinib inhibitors, as well as their combination with PI3K inhibition, on thyroid cancer organoids. Using the same experimental approach (Fig. 4A), we noted that both dabrafenib and trametinib treatments successfully restored *Nis* expression to levels comparable to the control group (treated with cAMP). Notably, the combination of trametinib with a PI3K inhibitor yielded an even more significant recovery, resulting in a threefold increase compared to the control group (Fig. 5A). Furthermore, isolated treatments with dabrafenib and trametinib elicited a moderate restoration of the main thyroid differentiation markers’ expression. However, the most substantial recovery of *Tg, Tpo*, and *TSHR* levels was observed when organoids were subjected to a combination of dabrafenib and trametinib along with a PI3K inhibitor, with the latter showing the most pronounced effect (Fig. 5B–D). Interestingly, both Tg and Nis proteins were detectable in all experimental conditions, with some cells organized into functional follicles able to produce Tg-I (Fig. 5E). However, due to the complexity of the cell composition and organization of our 3D organoids, accurately quantifying the proportion of reorganized follicles proved to be very challenging and could not be efficiently assessed in the present study. Furthermore, our proliferation and apoptosis assays revealed that co-treatment with Trametinib and LY led to a decrease in proliferation (Nkx2.1/BrdU+ cells) and a marginal increase in apoptosis (Nkx2.1/Caspase 3 + cells). Comparable outcomes were achieved through incubation with MEK and PI3K inhibitors (PD + LY). Nevertheless, it’s worth noting that apoptosis induction was notably more pronounced when compared to the effects observed with Trametinib+LY treatment (Fig. 5F, G). Western blot analysis distinctly revealed an increase in pERK levels after a 7-day 4OHT treatment. However, when Trametinib and LY were combined in the treatment, it led to a mild inhibition of pERK compared to the conditions involving 4OHT alone or in combination with PD + LY (Fig. 5H).

**Fig. 5:**
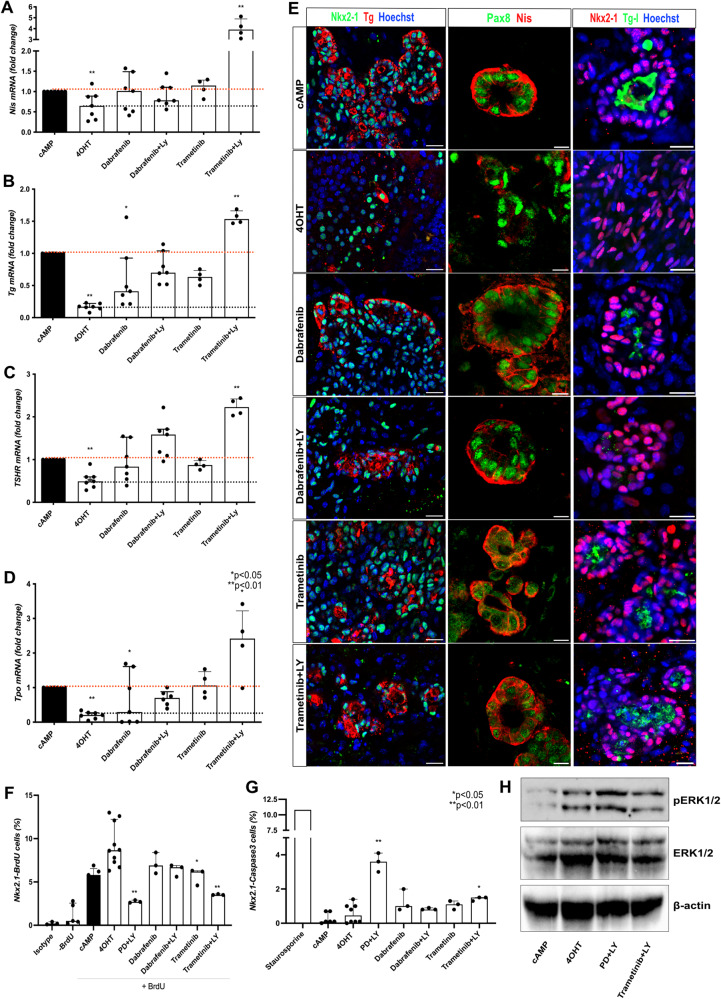
Dabrafenib and trametinib effect on redifferentiation of Braf^V637E-^expressing cells. Braf^V637E^-expressing organoids treated with Dabrafenib and Trametinib restore the expression of *Nis* to cAMP levels. However, a greater increase is observed under Trametinib+LY co-treatment (**A**). Recovery of *Tg* (**B**)*, TSHR* (**C**) and *Tpo* (**D**) mRNA to control levels was observed under co-treatment of Dabrafenib and Trametinib with the PI3K inhibitor (LY). Bar graphs represent the median (IQR) of at least 4 independent experiments with individual values shown. Comparisons were performed against the cAMP condition. (*p < 0.05; **p < 0.01; Mann-Whitney U test). Confocal images show that Dabrafenib and Trametinib isolated or combined to PI3K inhibitor (LY) also induce Tg and Nis protein levels while restoring the follicular structure (in a proportion of cells) and Tg-I accumulation in the lumen (**E**). Hoescht (shown in blue) was used for nuclei staining. Scale bars, 20 μm (Tg and Tg-I) and 10 μm (Nis). Proportions of proliferating (Nkx2.1/BrDU + ) (**F**) and apoptotic (Nkx2.1/Caspase3 + ) (**G**) cells among control (cAMP), Braf^V637E^-induced (4OHT) and inhibitors (4OHT+inhibitors)-treated organoids after. For the proliferation assay, isotype and -BrdU conditions were used as negative controls for flow cytometry gating. As a positive control for apoptosis, staurosporine treatment (24 h) was used to determine Caspase 3 expression. Bar graphs represent the median (IQR) of at least 3 independent experiments with individual values shown. Comparisons were performed against the 4OHT condition. (*p < 0.05; **p < 0.01; Mann–Whitney U test). Western blot shows an increase of phospho-ERK (pERK) 7 days after the addition of 4OHT to the organoids culture when compared to cAMP control. Conversely, the treatment with Trametinib+LY resulted in pERK reduction compared to the 4OHT condition. **B** Beta-actin was used as a loading control for the immunoblot experiments. The image represents one experiment from 3 experimental replicates.

### Transcriptomic characterization of the PTC model and drug screening

Transcriptomic analysis of control (cAMP), Braf^V637E^-induced (4OHT) and inhibitors-treated (PD + LY) organoids (Fig. 6A) confirmed downregulation of thyroid genes under Braf^V637E^ stimulation (4OHT condition) whereas, global recovery of expression was observed under inhibitors treatment (Fig. 6A). Accordingly, thyroid differentiation scores (TDS and enhanced (e)TDS) were decreased under Braf^V637E^ induction while they recovered in the presence of inhibitors (Fig. 6B). Conversely, the ERK activation score was higher in the Braf^V637E^ samples and decreased sharply under inhibitor conditions (Fig. 6C). 

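The RNA came from follicle-enriched organoids of a mouse embryonic stem cell line in which doxycycline switches on Nkx2-1 and Pax8 and 4-hydroxytamoxifen (4OHT, 1 µM) activates a fusion of Braf^V637E, the mouse counterpart of human BRAF^V600E. The 3 groups are organoids kept in cAMP without 4OHT (cAMP), organoids given 4OHT (4OHT), and organoids given 4OHT, to which the MEK inhibitor PD0325901 at 250 nM and the PI3K inhibitor LY204002 at 5 µM were added while 4OHT went on (PD+LY). Each group holds 2 libraries of pooled wells collected at day 31. The methods give 5 days of 4OHT for the RNA samples, and for the inhibitor experiment 4 days of 4OHT and then 3 days of 4OHT with the inhibitors. PD+LY and 4OHT may thus differ in the days of 4OHT as well as in the inhibitors, which limits every value of that comparison. Reads were trimmed with Trimmomatic, aligned to mm10 with HISAT2 and counted per gene symbol with HTSeq without regard to strand, and the authors' raw counts are the starting point here. The libraries hold 16060341 and 20533878 counts (cAMP), 14898409 and 18246077 (4OHT) and 19508401 and 20637959 (PD+LY), so that 1 count is 0.0486 to 0.0667 CPM (the gene's counts over the library's TMM-normalized total). A gene is called above the floor in a library with more than 3 counts. The floor of 3 counts is 0.146 to 0.200 CPM, a limit that covers counting error only. Of 25239 genes 15256 had enough counts to be tested with edgeR quasi-likelihood on all 6 libraries, and p values were adjusted over all tested genes by Benjamini-Hochberg. A differentially expressed gene (DEG) has an adjusted p under 0.05 and at least a 2-fold change. With 2 libraries per group, a 2-sided exact permutation test of a single value cannot go under p = 0.3333. The first principal component (52.1% of variance) separates PD+LY (-53.0 and -52.3) from cAMP (33.7 and 35.7) and 4OHT (14.9 and 20.9), and PC2 (24.3%) separates 4OHT (-34.5 and -33.3) from cAMP (31.9 and 23.0).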

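Of the 15 thyroid genes drawn in Fig. 6A, 9 had a negative and 6 a positive log2 fold change in 4OHT against cAMP (median -0.27), and 2 were DEGs, with 4 when p was adjusted over the list alone, a list the study drew on these libraries and so no independent evidence. In PD+LY against 4OHT 12 of the 15 rose (median 0.45), 7 of them as DEGs, and adjusted over the list alone 7 were up and 1 down. Against cAMP the PD+LY libraries were higher for 11 of the 15 (median 0.30), with 2 DEGs. The heatmap shares 11 genes with the thyroid differentiation score, and 5 of its genes stand in Supplementary Table 4.

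Tg (thyroglobulin, the hormone precursor; chromosome 15 of GRCm38, 66670753 to 66850721, plus strand) had 1294 ± 384 CPM in cAMP, 604 ± 127 in 4OHT and 1388 ± 681 in PD+LY (mean ± SD, n = 2). Its log2 fold change in 4OHT against cAMP was -1.10 (SE 0.28, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0304), and leaving out cAMP library 1 brought it to -0.76. Under the inhibitors Tg rose by 1.20 (SE 0.28, adjusted p = 0.00913 in edgeR quasi-likelihood with Benjamini-Hochberg), of which 0.59 remained without PD+LY library 1, and against cAMP the change was 0.10. DESeq2, the program used in the paper, gave Tg the same direction in 4OHT against cAMP and in PD+LY against 4OHT but called it in neither. Exons of Gm17140 overlap those of Tg on the opposite strand, and counting without strand cannot tell such reads apart.

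Slc5a5 (the iodide transporter Nis; chromosome 8, 70882889 to 70892757, minus strand) fell just under 2-fold in 4OHT, from 6.49 ± 0.545 to 3.22 ± 0.875 CPM (log2 fold change -0.999, SE 0.26, adjusted p = 0.0344), and reached 8.03 ± 1.32 CPM in PD+LY (1.30 against 4OHT, SE 0.25, adjusted p = 0.0037). For Tshr (the TSH receptor; chromosome 12, 91384563 to 91549808, plus strand) the change in 4OHT was -1.10 (SE 0.33, adjusted p = 0.0594), between -1.87 without 4OHT library 2 and -0.63 without 4OHT library 1, so that 1 library decides its size. Tshr then had 12.1 ± 1.59 CPM in PD+LY against 2.81 ± 1.61 in 4OHT (2.08, SE 0.31, adjusted p = 0.000801), above its level in cAMP (0.98, adjusted p = 0.0261). Dio1, a deiodinase, followed the same course (-1.16, adjusted p = 0.108, then 2.13, adjusted p = 0.00263).

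The transcription factors moved less in 4OHT: Nkx2-1 had a log2 fold change of -0.21 (adjusted p = 0.595; 0.03 without 4OHT library 1), Pax8 0.38 (adjusted p = 0.188) and Foxe1 -0.27 (adjusted p = 0.71; 0.01 without cAMP library 2). Under the inhibitors Foxe1 rose by 1.28 (adjusted p = 0.0203), while Nkx2-1 (0.16, and -0.08 without PD+LY library 1) and Pax8 (-0.34, adjusted p = 0.157) stayed uncalled. Foxe1 overlaps Gm12446 and Pax8 overlaps Gm13415. Reads of Nkx2-1 and Pax8 may include the line's doxycycline-inducible copies, which the counts cannot separate from the cells' own genes. Duox1 had 1.37 in 4OHT against cAMP (adjusted p = 0.262; 2.13 without cAMP library 2) and -2.05 in PD+LY against 4OHT (adjusted p = 0.0673). Dio3, which inactivates thyroid hormone, had -0.83 in 4OHT (adjusted p = 0.201; -0.34 without cAMP library 1) and 2.84 in PD+LY (adjusted p = 0.000174), 2.01 above cAMP.

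**Figure D1:**
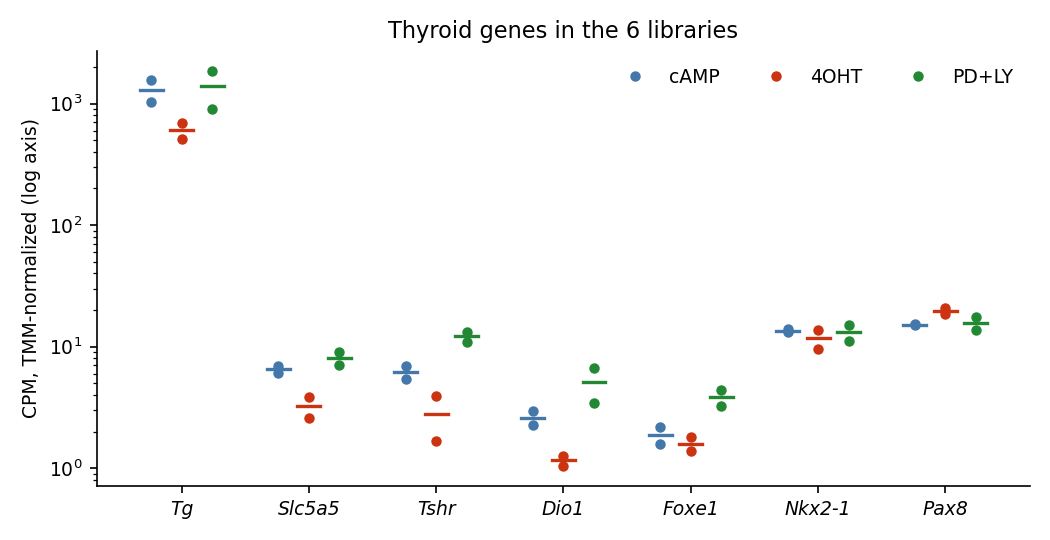
CPM of 7 thyroid genes in each of the 6 libraries on a log axis, with dots for libraries and dashes for group means. Tg, Slc5a5, Tshr and Dio1 are lowest in 4OHT, and the PD+LY libraries of Tg and the 4OHT libraries of Tshr lie apart. Nkx2-1 and Pax8 keep nearly the same level in all groups.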

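Each score was computed as the mean over its listed genes of log2(normalized count + 4) after the gene's median over the 6 libraries was taken off, a step that cannot change a difference between groups. The TDS (16 genes, of which 4 stand in Supplementary Table 4) was -0.01 ± 0.12 in cAMP, -0.33 ± 0.16 in 4OHT and 0.25 ± 0.33 in PD+LY (mean ± SD). The libraries of cAMP (0.07 and -0.10) lie above those of 4OHT (-0.44 and -0.21), a difference of -0.32. The libraries of PD+LY (0.49 and 0.02) lie above 4OHT by 0.58 and overlap with cAMP (difference 0.26). Single libraries weigh on these values: -0.20 remained for 4OHT against cAMP without 4OHT library 1, and without PD+LY library 1 the difference was 0.35 for PD+LY against 4OHT and 0.03 for PD+LY against cAMP. Leaving out Duox1 brought the TDS difference between 4OHT and cAMP to -0.41. With 1 gene left out at a time, that between PD+LY and 4OHT stayed between 0.48 (without Tshr) and 0.71 (without Duox1). Of 14 tested TDS genes 2 were DEGs down in 4OHT against cAMP (4 adjusted over the list alone) and 7 were DEGs up in PD+LY against 4OHT (7 up and 1 down adjusted over the list alone). Tested as a set against all other genes with camera at a correlation of 0.01 and Benjamini-Hochberg over the score lists, the TDS had an adjusted p = 0.46 in 4OHT against cAMP, 0.0128 in PD+LY against 4OHT and 0.114 in PD+LY against cAMP. The middle value became 0.155 in the rotation test fry and 0.775 with the correlation estimated from the data.

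The eTDS (27 genes, none shared with the TDS) moved less: 0.07 ± 0.001 in cAMP, -0.02 ± 0.06 in 4OHT and 0.04 ± 0.18 in PD+LY. The paper's text does not write out its formula, so these values hold for the listed genes with equal weights, which need not be the score drawn in Fig. 6B. The eTDS difference between 4OHT and cAMP was -0.09, without overlap of the libraries (-0.06 and 0.02 against 0.07 and 0.07), and it ran from -0.14 without 4OHT library 2 to -0.05 without 4OHT library 1. Between PD+LY (0.17 and -0.08) and 4OHT it was 0.06 with overlapping libraries (exact permutation p = 1), and it turned to -0.06 without PD+LY library 1. PD+LY stood at -0.03 against cAMP, again with overlap. With each gene divided by its SD the eTDS differences were -0.21 for 4OHT against cAMP and 0.20 for PD+LY against 4OHT, and with the TDS and eTDS genes in 1 score, a choice made after the values were seen, -0.18 and 0.25. Of 25 tested eTDS genes 1 was a DEG down in 4OHT against cAMP (2 adjusted over the list alone), and 2 rose and 1 fell in PD+LY against 4OHT (3 and 1 adjusted over the list alone). The set test gave an adjusted p = 0.53, 0.53 and 0.631 in the 3 comparisons.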

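The ERK score (51 genes) was 0.08 ± 0.03 in cAMP, 0.14 ± 0.06 in 4OHT and -0.59 ± 0.001 in PD+LY. The libraries of 4OHT (0.101 and 0.187) lie above those of cAMP (0.0543 and 0.0984), the nearest pair by almost nothing, and the group difference of 0.07 became 0.04 without Fosl1 and 0.10 without Sema6a. It ran from 0.03 without 4OHT library 2 to 0.11 without 4OHT library 1. With each gene divided by its SD the difference was -0.08, so the direction of the rise depends on how much weight strongly moving genes receive. The fall under the inhibitors was -0.74 against 4OHT and -0.67 against cAMP. It stayed between -0.78 (without Tnc) and -0.64 (without Etv4) when 1 gene was left out. As a set the ERK genes had a camera adjusted p = 0.733 in 4OHT against cAMP and 0.000542 in both comparisons of PD+LY, which rose to 0.0824 with the correlation estimated from the data.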

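Marker lists for 9 cell types, written before the data were examined, give the level of such genes in the libraries but cannot name the cells they come from, and thyroid cells themselves express the epithelial genes. In the cAMP libraries the median level was 279 CPM for 10 pluripotency genes, 84.0 for 15 epithelial genes and 33.2 for 15 mesenchymal genes, and all genes of these 3 lists were above the floor in every library. The other lists were lower: neural progenitor 13.8 CPM, endothelial 8.08, lung or airway epithelium 6.18, visceral endoderm 3.69 and cardiomyocyte 1.74. Of 12 macrophage genes 4 were above the floor in every library (list median 0.105 CPM), and Ptprc had no counts. The pluripotency genes stand at a median percentile of 97.2 among all genes, with Dppa5a at 1377 CPM over the 6 libraries, Tg at 1095 and Pou5f1 at 711.

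**Figure D2:**
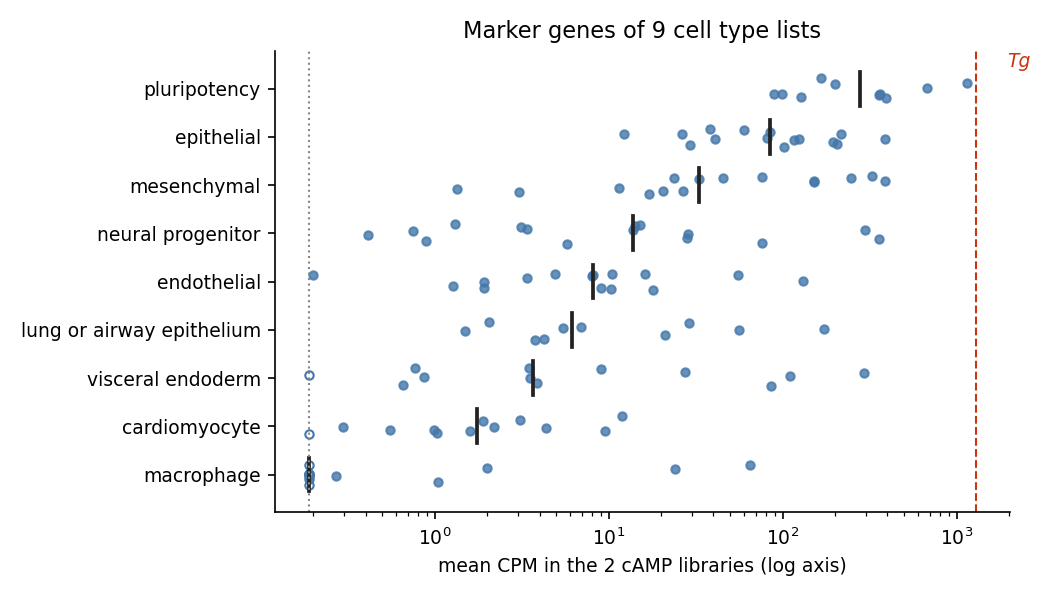
Mean CPM in the 2 cAMP libraries of every gene of the 9 marker lists, with the list median as a bar, Tg as the dashed line and the floor of 3 counts as the dotted line. Open circles on the floor are genes at or under it. The pluripotency list has the highest median and lies under Tg, and most macrophage genes lie on the floor, where the median of that list, which is under it, is also drawn.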

Since bulk RNAseq was performed using the follicle-enriched population, the presence of non-thyroid cells is reduced compared with the whole original organoids but still present. It may explain the modest increase in ERK score among Braf^V637E^-activated cells while the apparent decrease under the condition with inhibitors reflects the effect of the treatment on each cell type.

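Of 50 tested genes of the ERK score, 25 rose and 25 fell in 4OHT against cAMP (median log2 fold change -0.01), and 1 was a DEG in each direction (2 up adjusted over the list alone). Sema6a was the one that fell (-1.35, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.007), and Dusp6, an ERK feedback gene, fell by 0.72 (adjusted p = 0.00489). Etv4 rose by 0.80 (adjusted p = 0.00641), and Fosl1 had 5 and 2 counts in cAMP and 11 and 30 in 4OHT (2.59, adjusted p = 0.0708; 3.54 without cAMP library 1). Neither Etv4 nor Fosl1 was a DEG in 4OHT against cAMP. In PD+LY against 4OHT 15 genes were DEGs down and Tnc alone was up (1.16, adjusted p = 0.000497), with a list median of -0.22. Among the genes that fell were Spry4 (-6.33, SE 0.27, adjusted p = 1.18e-07), Etv4 (-6.18, adjusted p = 2.98e-08) and Dusp6 (-2.45, adjusted p = 1.42e-06). Fosl1 had 0 counts in both PD+LY libraries, at least 7.79-fold less than in 4OHT (adjusted p = 0.00363), and shares exon sequence with Ccdc85b on the other strand. Against cAMP, with a list median of -0.38, 12 genes were DEGs down in PD+LY (13 adjusted over the list alone) and 1 was up. Supplementary Table 4 holds 12 of the 51 ERK genes.

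**Figure D3:**
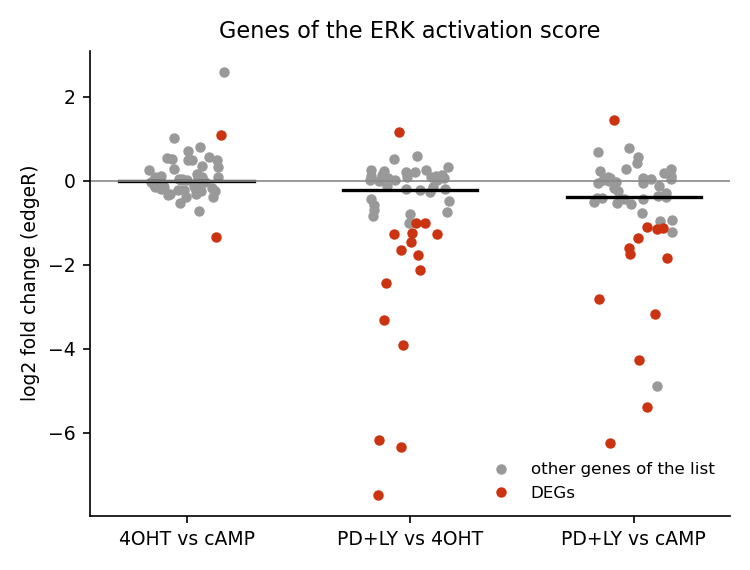
Log2 fold changes of the 50 tested ERK score genes in the 3 comparisons, with DEGs in red and the median as a bar. In 4OHT against cAMP the genes spread evenly around 0, and in both comparisons of PD+LY a tail of red genes falls far under the rest. Points of genes at the floor, such as Fosl1 in PD+LY, are fitted values and not bounds.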

**Fig. 6:**
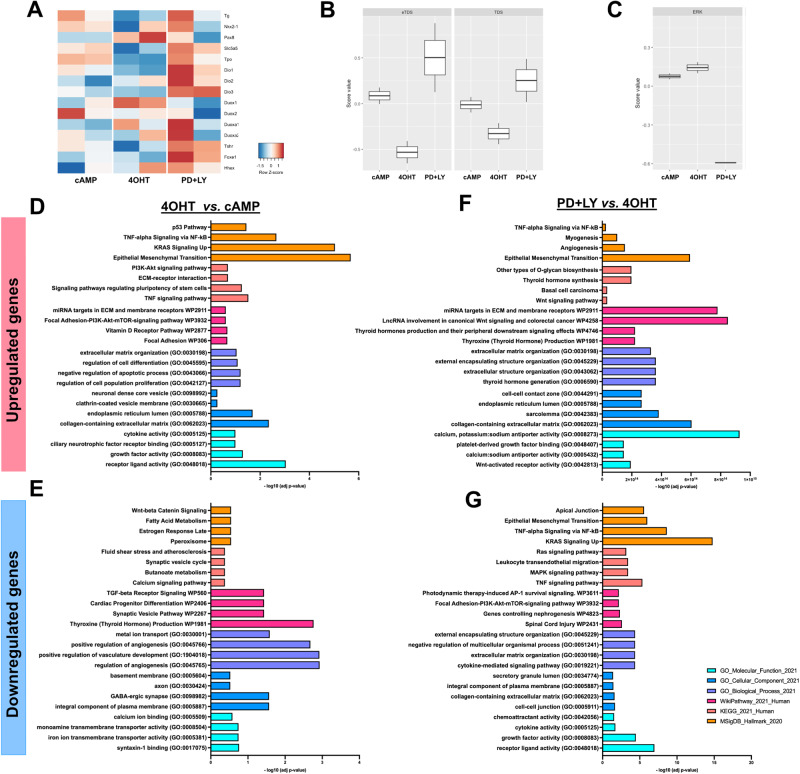
Transcriptomics analysis confirms thyroid redifferentiation of Braf^V637E^-expressing cells treated with MAPK and PI3K inhibitors and suggests by which mechanisms. Heatmap of normalized bulk RNA-Seq expression of normal thyroid cells (cAMP), Braf^V637E^ expressing cells (4OHT), and Braf^V637E^ expressing cells treated with PD0325901 + LY204002 inhibitors. Rows represent markers and columns represent specific conditions. Color values in the heatmap represent mean expression levels (**A**). Thyroid differentiation (eTDS and TDS) (**B**) and ERK (**C**) scores were calculated among the different conditions. Classification of upregulated and downregulated genes comparing 4OHT *vs*. cAMP (**D**, **E**) and PD + LY vs. 4OHT (**F**, **G**). Colors represent the classification method and scale the -log10 (adj *p* value).

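By the edgeR thresholds 408 genes were DEGs in 4OHT against cAMP (178 up, 230 down), 1107 in PD+LY against 4OHT (359 up, 748 down) and 1409 in PD+LY against cAMP (457 up, 952 down). The choice that moved these numbers most was the fold threshold: by adjusted p alone there were 1280, 3469 and 3925. DESeq2 on the same genes and all 6 libraries called 369, 974 and 1250, of which 355, 969 and 1247 are edgeR DEGs. With 1 library left out, 371 to 382, 963 to 1053 and 1295 to 1334 of the DEGs kept their direction and a 2-fold change.

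The largest rises in 4OHT against cAMP among genes with a mean of at least 50 counts were Aldh1a3 (2.79, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 5.26e-05), Itga2 (2.22, adjusted p = 0.0133), S100a14 (2.19, adjusted p = 0.000238), Tuba3b (2.16, adjusted p = 6.39e-05) and C130021I20Rik (2.08, adjusted p = 0.000998). The largest falls were Cer1 (at least 53.8-fold lower, adjusted p = 0.000217), Fndc3c1 (-3.18, adjusted p = 0.000548), Trh (-3.17, adjusted p = 2.18e-07), Fgf5 (-3.14, adjusted p = 0.000238) and Miat (-2.59, adjusted p = 0.0013). Tuba3b has close paralogs and Miat overlaps other genes, which limits both values. Among genes higher in PD+LY than in 4OHT, Aspn (4.06, adjusted p = 0.000296; 3.16 without PD+LY library 1), Dpt (3.58, adjusted p = 1.11e-05), Cd248 (2.73, adjusted p = 4.46e-05) and Lrrc15 (2.69, adjusted p = 2.49e-06) rose most besides Dio3. Aspn overlaps Cenpp on the opposite strand. Behind Spry4 and Etv4, the strongest falls were Crhbp (-4.62, adjusted p = 5.6e-06), Sftpb (-4.34, adjusted p = 1.6e-08) and Mmp10 (-4.28, adjusted p = 7.64e-06). Between PD+LY and cAMP the largest rises were Dpt (4.32), Tnn (4.18), Aspn (3.96), Asic2 (3.17) and Lmx1b (3.08), and the largest falls Cer1 (at least 70.5-fold lower), Trh (-6.97), Spry4 (-6.24), Fndc3c1 (-5.62) and Etv4 (-5.38).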

Differential expression analysis identified 321 Differential Expressed Genes (DEGs; 156 upregulated and 165 downregulated genes) in the 4OHT condition compared to cAMP; and 853 DEGs in inhibitors compared to 4OHT (287 upregulated and 566 downregulated genes). Gene enrichment classification analysis of DEGs results is presented in Fig. 6D–G. Briefly, among the upregulated genes in Braf^V637E^-induced compared to control, we observed gene signature for the hyperactivation of PI3K-AKT-mTOR, TNF, and cytokines signaling and promotion of Epithelial-Mesenchymal transition (EMT) (Fig. 6D). 

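The genes printed in Supplementary Table 4 for these terms were chosen in the paper for their change, so the counts that follow describe them and do not test enrichment. Of the 8 genes listed for PI3K-Akt signaling all 8 were DEGs up in 4OHT against cAMP (median log2 fold change 1.56), as were all 7 of Focal Adhesion-PI3K-Akt-mTOR (1.18). The first term holds Itga2, the growth factor genes Ereg (2.00, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00654) and Areg (1.75, adjusted p = 0.000119), and Col1a1 (1.18, adjusted p = 9.57e-05). For the TNF signaling pathway 5 of 6 listed genes were DEGs (1.17), for Epithelial Mesenchymal Transition 11 of 12 (1.22) and for the p53 Pathway 4 of 6 (1.08). Itga2, Areg and Col1a1 are listed under several of these terms, which are therefore not independent of each other.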

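Trh and Tshr, which Supplementary Table 4 lists for thyroxine production among genes lower in 4OHT than in cAMP, differ in that Trh was a DEG and Tshr was not. All 4 genes listed for TGF-beta receptor signaling were DEGs down (median -1.38), among them Lefty1 (-1.41, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000124), Fst, Lefty2 and Lef1. Kdr, the VEGF receptor 2 gene, fell by 2.31 (adjusted p = 0.000688) and is listed with Cdh5 under Fluid shear stress and atherosclerosis (4 of 4 DEGs, median -1.47). Of 14 tested genes of the endothelial marker list 6 were DEGs down, with a list median of -0.69 (camera adjusted p = 0.000306).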

While genes associated with thyroid hormone production, TGF-beta, Wnt/Beta-Catenin pathway, and regulation of angiogenesis were down-regulated (Fig. 6E). Conversely, the inhibitor’s treatment, compared to 4OHT condition, evidenced upregulation of genes associated with thyroid hormone production, cell-cell contact, extra-cellular matrix organization, and angiogenesis processes (Fig. 6F), while PI3K, MAPK, TNF, cytokines signaling, ECM-receptor interactions and EMT-related genes were downregulated (Fig. 6G). 

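In the terms of Supplementary Table 4 for PD+LY against 4OHT, 8 of 8 genes for thyroid hormone production with its peripheral effects were DEGs up (median 1.82). All 8 had a negative sign in 4OHT against cAMP, but only 1 was a DEG there. Genes listed for a rise from the 4OHT libraries tend toward that sign, since both comparisons share these libraries. The Angiogenesis term rests on Vtn, Postn, Col3a1 and Fstl1 (median 1.71), of which Postn (1.95, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 3.15e-05) and Col3a1 (1.46, adjusted p = 2.92e-06) are matrix genes, and Col3a1 overlaps Gm47302. Epithelial Mesenchymal Transition has DEGs in both directions, 16 up (median 1.45) and 22 down (-1.37), and 20 of those 22 but only 7 of the 16 had the opposite sign in 4OHT against cAMP (median there 0.44 and 0.31). Among the terms that fell, MAPK signaling had 24 DEGs (-1.33), Ras signaling 20 (-1.32), the TNF signaling pathway 17 (-1.37) and Focal Adhesion-PI3K-Akt-mTOR 22 (-1.26). Itga2 fell by 3.21 (adjusted p = 0.000937; -4.60 without PD+LY library 1). Ereg fell by 3.53 (adjusted p = 0.000158; -4.70 without PD+LY library 1). Mmp3 fell by 3.98 (adjusted p = 1.77e-05; -4.93 without PD+LY library 1) and Pdgfrb by 1.26 (adjusted p = 0.000281). Trh did not recover but fell again, by 3.81 (adjusted p = 3.46e-07).

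Over all genes, 127 of the 408 DEGs of 4OHT against cAMP were also DEGs in PD+LY against 4OHT, 88 in the opposite and 39 in the same direction. Among DEGs up in 4OHT 57 went back and 7 went further, and among DEGs down 31 went back and 32 further. Both comparisons use the same 4OHT libraries, so opposite signs also arise by chance. By sign alone, 241 of the 408 were opposite (59.1%, Wilson 95% interval 54.2 to 63.7, counting error only), against 50.6 to 60.2% in 20 simulated data sets in which PD+LY equals 4OHT in expectation and only DEGs differ from cAMP, so over all DEGs the signs cannot be told from chance. For DEGs up the share was 70.8% (simulated 45.7 to 62.0%) and for DEGs down 50.0% (simulated 49.4 to 60.3%). An earlier simulation that kept the fitted levels of all genes called a median of 886.5 DEGs, more than the data, and gave 63.6 to 68.4% opposite signs (61.2 to 70.6% for DEGs up). The simulation that differs in DEGs only was written after that result was seen. Since the highest of 20 shares depends on the random draw, 100 further sets of each were added later. With only DEGs different, 5 of them reached the observed share of all DEGs, 0 that of DEGs up (highest 65.2%) and 86 that of DEGs down. With all fitted levels kept, the numbers were 100, 4 (highest 73.8%) and 100. In a further test, added last, the changes of PD+LY against 4OHT were shuffled over the genes in 100 sets of each simulation. Among the genes past both thresholds, 89.1% of the DEGs up went back, against at most 78.0 and 80.7% in the sets (only DEGs different and all levels kept), and 49.2% of the DEGs down, against up to 47.5 and 59.1%.

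The paper draws redifferentiation of the Braf^V637E-expressing cells from RT-qPCR, staining and iodide organification (Fig. 4), and adds the lower expression of thyroid genes under 4OHT and its recovery under the inhibitors in these libraries (Fig. 6A, B).

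**Figure D4:**
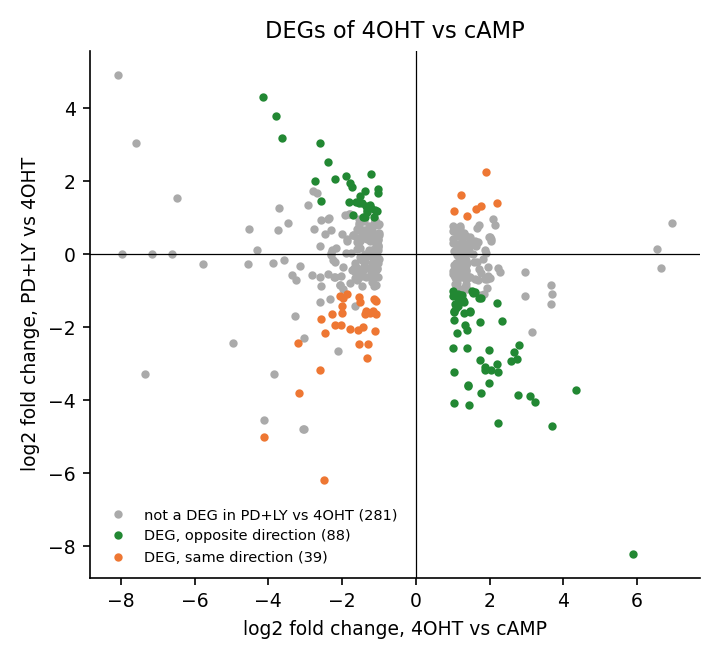
Each dot is 1 of the 408 DEGs of 4OHT against cAMP, with its log2 fold change there on the horizontal axis and in PD+LY against 4OHT on the vertical axis. The 88 genes that go back past both thresholds lie mostly among the genes up in 4OHT, and the 39 that go further lie mostly among the genes down in 4OHT. Extreme points of genes at the floor are fitted values and not bounds.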

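Taken over its 12 terms per direction, Supplementary Table 4 names 38 genes up and 35 down in 4OHT against cAMP, and 42 up and 131 down in PD+LY against 4OHT. All of them were tested here and all have the listed sign. By the edgeR thresholds 35 of 38, 33 of 35, 42 of 42 and 131 of 131 were DEGs, and by DESeq2 38, 34, 42 and 130.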

The list of the DEGs for each gene enrichment classification is provided in Supplementary Table 4.

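Of the 8 genes that Supplementary Table 4 lists up in 4OHT for TNF-alpha signaling via NF-kB, 7 were DEGs (median log2 fold change 1.18). All 8 had the opposite sign in PD+LY against 4OHT, and 5 of them passed the thresholds there. For this term in PD+LY against 4OHT the same table lists 26 genes down (median -1.47) and 5 up (1.56), all DEGs. Of these, 22 of the 26 and 2 of the 5 had the opposite sign in 4OHT against cAMP. Socs3, a feedback gene of cytokine signaling, rose by 1.04 in 4OHT (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000116) and fell by 1.56 under the inhibitors (adjusted p = 2.55e-06). The chemokine gene Cxcl1 rose by 1.49 without being called (adjusted p = 0.0781), and 0.51 of this remained without 4OHT library 2. It fell by 2.21 in PD+LY against 4OHT (adjusted p = 0.00841; -1.22 without 4OHT library 2). The list for Wnt-beta Catenin Signaling in 4OHT against cAMP holds only Lef1 (-1.68, adjusted p = 0.000512) and Notch4 (-1.65, adjusted p = 0.00144), and neither had the opposite sign in PD+LY against 4OHT. In that comparison 7 of 7 genes listed for the Wnt signaling pathway were DEGs up (median 1.24), among them Fzd8 (1.44, adjusted p = 0.0169), and all 7 had a negative sign in 4OHT against cAMP (median -0.58) without being DEGs there.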

Given our transcriptomics analysis, which indicated elevated expression of inflammation-related genes and downregulation of the Wnt/β-catenin pathway in Braf^V637E^-expressing cells, we tested the effect of anti-inflammatory drugs, specifically dexamethasone and CC-5013 (Lenalidomide; TNF-alpha inhibitor) as well as CHIR- 99021 (Wnt/β-catenin activator) on our cancer organoids. Following the same experimental strategy as with the other inhibitors (Fig. 4A), we observed that co-treatment with dexamethasone and CC-5013 led to approximately a 3.5 fold increase in *Nis* expression compared to the control condition (cAMP) (Supplementary Fig. 9A), confirming the previously described inhibitory effect of inflammation on *Nis* expression. On the other hand, for the other main thyroid differentiation genes, namely *Tg, TSHR* and *Tpo*, treatment with anti-inflammatory drugs and the Wnt/β-catenin activator did not result in their re-expression (Supplementary Fig. 9B–D). This suggests that these alterations are likely a consequence of the oncogenic process rather than being driving factors.

## Discussion

Here, we described a Braf^V637E^ oncogene-derived thyroid cancer organoid model recapitulating patient tumor features. In vitro thyroid cancer models that recapitulate tumor development and behavior can facilitate the identification of early tumor drivers and enable the screening of several new drugs for the treatment of thyroid cancer without the need to use too many animal models. Combining our previous thyroid organoid model derived from mESCs with an inducible system, the Braf^V637E^ oncogene could be induced explicitly in mature Tg-expressing cells to obtain a 3D in vitro cancer model. Overexpression of Braf^V637E^ rapidly led to MAPK activation with increased pERK, cell dedifferentiation, and disruption of follicular organization. Similar effects have been described in genetically modified mouse models [41, 58, 72]. Furthermore, the gene expression signature of our cancer organoids confirmed the findings found in the PTC samples, which also showed enrichment of genes associated to p53, focal adhesion, ECM-receptor interactions, EMT and inflammatory pathways [73–75].

Activating mutations in the *BRAF* gene are found in approximately 7% of all solid human tumors, particularly common in PTCs, ATCs, and melanomas. In addition, they have been reported less frequently in colorectal cancers (CRCs), lung cancers, pediatric low-grade gliomas (PLGGs), glioblastomas, breast cancers, and serous ovarian cancers [76–82]. In PTCs and melanomas, BRAF^V600E^ mutation seems to be associated with a higher degree of dedifferentiation and more aggressive histological patterns. However, its prognostic role is still debated as it was not found independently of histological features [46, 47]. Nevertheless, studies suggest that BRAF^V600E^ might predict response to tyrosine kinase inhibitors (TKIs) in melanoma and lung cancer [83, 84].

Surgery remains the first choice for thyroid cancer therapy. Recommended post-operative treatment includes TSH suppression and RAI ablation, particularly as adjuvant treatment for patients at high risk for tumor recurrence and to treat patients with persistent/recurrent or metastatic disease [85]. The benefit of RAI has been demonstrated in patients by reducing the risk of recurrence and disease-related mortality [86]. However, approximately two-thirds of metastatic DTC become radioiodine refractory (RR-DTC), defined by the absence of iodine uptake or tumor progression despite uptake [87, 88]. There is no curative treatment for radioiodine refractory DTCs. The recommended first-line systemic treatment when local therapies are not possible is targeted therapies using mainly multitarget TKIs, such as Lenvatinib showed a progression-free survival of 18 months [66, 89–91].

NIS, a basal membrane iodide transporter, plays a critical role in radioiodine accumulation in DTC cells and its level is closely related to response to RAI (I[^131^)] therapy. Studies in mouse models and humans have shown that the presence of *BRAF* mutations results in lower *Nis* levels and, consequently a higher rate of RAI-refractory tumours [41, 44]. Here, we confirmed that this regulation is preserved in our cancer organoids, as disruption of Braf^V637E^ activation led to in recovery of *Nis* levels. As TKIs, retinoic acids (RA), histone deacetylase inhibitors (HDAC), peroxisome proliferator-activated receptor-gamma (PPARG) have been tested to promote redifferentiation and *NIS* re-expression of RR-DTCs, to suggest RAI treatment after a short, targeted treatment [89, 92–94]. This strategy could lead to tumor response while limiting adverse effects and, several clinical trials are ongoing. However, the re-expression of NIS is insufficient to explain the response to redifferentiation therapeutics and RAI treatment. Membrane trafficking and the cellular machinery that concentrate and retain iodine must be preserved [95] in a follicular organization. Our model is proving to be a potential tool for redifferentiation studies because of its ability to test large sets and combinations of treatments and to assess follicular reorganization and iodide organification capacity using a functional assay that is likely to be more strongly associated with response to RAI treatment than *NIS* mRNA levels. Braf^V637E^-expressing cells treated with VPA, MAPK, PI3K, Dabrafenib, Trametinib, and inflammation inhibitors were shown to restore the expression of *Nis*. Interestingly, the combination of MAPK (BRAF and MEK) and PI3K inhibitors also promoted the restoration of thyroid markers, follicular organization, and iodide organification ability. Interestingly, an ongoing clinical trial tests the effect of BKM120, a PI3K inhibitor, in patients with progressive, metastatic, refractory, follicular or poorly differentiated thyroid cancers (NCT01830504). However, the association with MAPK inhibitors is still not evaluated in patients with thyroid cancer.

In *BRAF*-mutated tumors, studies have shown that the combination of TKIs therapies appears more effective and circumvents primary and acquired resistance to TKI therapy. Often, resistance is due to reactivation of the MAPK/ERK pathway or activation of other signaling pathways such as PTEN, NF-1 or RAS. It may also result from the hyperactivation of tyrosine kinase receptors, such as PDFRβ, IGF-1R and HGF, which lead to activation of the AKT/PI3K pathway [96]. Studies in patients with advanced melanoma carrying a BRAF^V600E^ mutation have shown that combining BRAF and MEK inhibitors resulted in a higher rate of complete/partial responses and median progression-free survival compared with monotherapy groups [97–99]. Such significant results lead to the use of drug combinations as standard treatment for patients [100, 101]. Likewise, phase II clinical trials have demonstrated noteworthy response rates in advanced *BRAF*-mutated thyroid carcinomas when treated with a combination of the BRAF inhibitor dabrafenib and MEK inhibitor trametinib [69]. Furthermore, recent findings have shown that the administration of dabrafenib-trametinib treatment followed by surgery can yield 24-month overall survival (OS) rates as high as 80% in ATCs [102].

In summary, we have developed a Braf^V637E^ oncogene-expressing thyroid cancer organoid in vitro model from mESCs that recapitulates transcriptomic and histological features of PTCs at early and advanced stages. Moreover, we demonstrated that the combination of MEK and PI3K inhibitors promotes *Nis* re-expression and cell re-differentiation leading to the restoration of follicular structures and thyroid functionality. Considering the robustness of this in vitro model, which allows controlled induction of the major thyroid oncogene in a three-dimensional system, its efficiency and simplicity, our model can be used to study mechanisms associated with thyroid cancer development and progression, thyroid redifferentiation, and drug screening.

## Material and methods

### Cell culture and mESC_Braf^V637E^ line generation

The previously genetically modified G4 RosaLuc mouse embryonic stem cell line (mESC) [103] was initially cultured on gamma-irradiated mouse embryonic fibroblasts (MEFs) feeder using mouse stem cell medium [4, 57] and incubated at 37 °C, 5% CO^2^ and >95% humidity. Cells were routinely tested for mycoplasma. To insert the target sequences into the modified Rosa26 locus of G4 RosaLuc mESCs, around 1×10^5^ cells were transfected using the Flpe expressing vector [103] and the target vector containing the rtTA-TRE induction system, thyroid transcription factors, Nkx2-1 and Pax8 and bTg-NES-Braf^V637E^-ERT^2^ sequences (Supplementary Fig. 1A) following the lipofectamine 3000 protocol (Thermo Scientific). The Braf^V637E^ mutation here used for mouse cells is equivalent to the human BRAF^V600E^ mutation [55]. Briefly, 1×10^6^ mESCs were transfected (in suspension) with 20 μg of each vector and cultured on Neomycin-resistant MEFs. G418 (Neomycin; 300 μg/ml) was applied 48 h after transfection, for 10 days, and individual clones were isolated (colonies were separated from the MEFs using insulin needles) and further expanded. Clones were screened by immunofluorescence for Nkx2-1 and Pax8 expression after three days of incubation with 1 µg/ml Doxycyclin (Dox) (Supplementary Fig. 1B). Positive clones were then characterized according to pluripotency maintenance (Supplementary Fig. 1C), *Nkx2-1* and *Pax8* expression, and efficiency of thyroid differentiation. In addition, we generated an mESC control line where the sequences of NES-BRAF^V637E^-ERT^2^ were replaced by the eGFP sequence, resulting in the TRE-Nkx2-1-Pax8_bTg-eGFP line (Supplementary Fig. 1D). The mESC control line generation, selection and characterization were performed as described above (Supplementary Fig. 1E, F).

### Thyroid differentiation protocol

G4 RosaLuc TRE-Nkx2-1-Pax8_bTg-NES-Braf^V637E^-ERT^2^ and TRE-Nkx2-1-Pax8_bTg-eGFP cells were cultured and differentiated as described previously by Antonica et al. (2012) [4] with few modifications. Briefly, modified mESCs cultured in mESC media on top of MEFs were split using Trypsin EDTA (TE). Then, cells were resuspended in mESC media [56] and seeded into a 10-cm petri dish for 30–45 min allowing the attachment of most of the MEFs. mESC-enriched supernatant was collected, centrifuged (500 g for 5 min), and resuspended in differentiation media [56], cells were counted and finally diluted to 40,000 cells/ml. Embryoid bodies (EBs), were then generated by hanging drops (25 µl drops containing 1000 cells), collected after four days and embedded in growth factor reduced Matrigel (GFR MTG; BD Biosciences); 50 µl MTG drops (containing around 20 EBs) were plated into 12-wells plates. EBs were differentiated using a differentiation medium (1 ml/well) initially supplemented with 1 µg/ml of Doxycycline (Sigma) for five days, followed by two weeks of maturation induction by using 0.3 µmol of 8-Br-cAMP (BioLog Life Science Institute) or 1mU ml^-1^ of thyrotropin (hrTSH; Genzyme). The culture medium was changed every 2 days. Thyroid differentiation and functionality were evaluated by transcriptomics (RT-PCR and bulk RNA sequencing), immunofluorescence, and iodide organification.

### Braf^V637E^ induction and drug screening

After full thyroid maturation (Day 23), MTG drops were washed twice with Hanks’s balanced salt solution (HBSS, containing calcium and magnesium; Invitrogen) and incubated in a HBSS solution (1 ml per well) containing 10 U/ml of dispase II (Roche) and 125 U/ml of collagenase type IV (Sigma) for 30 min at 37 °C. Then the enzymes were inactivated by adding 10% FBS and cells were centrifuged at 500 g for 3 min. Cells were rinsed twice with HBSS, and the follicle population was enriched by filtering using 30 μm (single cell removal) and 100 μm reverse strainer (Pluriselect). Finally, enriched structures were re-embedded in GFR MTG (50 µl) and plated into 12-well plates. Twenty-four hours later, cells were incubated with 1 μM of 4-Hydroxytamoxifen (4OHT) (Sigma) and 8-Br-cAMP or hrTSH for 24 h, 48 h, 7 days or 3 weeks to promote Braf^V637E^-induced phosphorylation of MAPK pathway [55]. The control condition, treated with cAMP and/or hrTSH, was also treated with vehicle ethanol for 4OHT treatment comparisons.

Braf^V637E^-induced thyroid organoids (previously treated for four days with 4OHT) were also cultured in addition to distinct compounds, previously suggested to regulate Nis re-expression and inhibit Braf^V637E^ oncogenic effects [67, 68]. Among the screened drugs, several cell processes were targeted by the following compounds: PD0325901 (MEK inhibitor; 250 nM; Stem Cell), LY204002 (PI3K inhibitor; 5μM; Selleckchem), VPA (HDAC inhibitor; 250μM; Sigma), NAC (N-acetyl cysteine, antioxidant compound; 2 mM; Sigma), 5-AZA-2’ deoxycytidine (DNA methyltransferase (DMNT) inhibitor; 1μM; Sigma) and RG108 (DMNT inhibitor; 10μM; Sigma). Furthermore, experiments were also conducted using inhibitors that are already clinically approved for the treatment of thyroid cancer, namely dabrafenib (BRAF inhibitor; 100 nM; Selleckchem) and/or trametinib (MEK inhibitor; 20 nM; Selleckchem).

Disrupted pathways identified by transcriptomics analysis in 4OHT condition compared to cAMP control were inhibited/activated by treatment with dexamethasone (anti-inflammatory drug; 50 nM; Sigma), CC-5013 (Lenalidomide; TNF-alpha inhibitor; 10 μM; Selleckchem) and CHIR- 99021(Wnt/β-catenin activator; 3 μM; Selleckchem). All inhibitor treatments involved organoids that had previously been exposed to cAMP+4OHT for four days, and they were subsequently subjected to continuous incubation with cAMP+4OHT+inhibitors for an additional 3 days. Culture media was replenished every 2 days. All experiments were performed following the same time points of incubation described above.

### Flow cytometry

#### Proliferation assay

Organoids subjected to various treatments, including controls (cAMP), 4OHT, and 4OHT+inhibitors, at both 7 days (day 30) and 21 days (day 54), were exposed to BrdU (1 mM) for a duration of 3 h. Subsequently, a proliferation assay was conducted in accordance with the BrdU Flow Kit staining protocol (BD) instructions. Briefly, Matrigel drops (pool of at least four replicates per condition) were first digested with HBSS solution containing 10 U/ml dispase II and 125 U/ml collagenase type IV for 30-60 min at 37°C; then a single cell suspension was obtained by dissociation with TripLE Express (10-15 min incubation at 37°C), the enzymes were inactivated by addition of differentiation medium. After centrifugation (500 g for 3 min), samples were rinsed with PBS, and then the BrdU Flow Kit staining protocol (BD Biosciences) was used according to the manufacturer’s instructions. In order to identify the BrdU incorporated cells among the thyroid population, cells were also stained using primary Nkx2-1 antibody (1:100; Abcam) and donkey anti-rabbit IgG Cy3-conjugated (1:300; Jackson Immunoresearch). As controls, we used cells untreated with BrdU and stained with the APC anti-BrdU antibody for BrdU gating while for Nkx2.1 gating, cells were incubated only with the secondary antibody. Data are presented as a percentage of double-positive (BrdU/Nkx2.1) cells. For each experiment, at least four wells from each condition were used.

#### Apoptosis assay

Organoids subjected to various treatments, including controls (cAMP), 4OHT, and 4OHT+inhibitors, at both 7 days (day 30) and 21 days (day 54) were collected and dissociated into single cells following the protocol described above (proliferation assay section). Cells were then fixed and permeabilized using the BD Cytofix/Cytoperm™ Fixation/Permeabilization Kit (BD Biosciences) and stained using Nkx2-1 antibody (1:100; Abcam) and donkey anti-rabbit IgG Cy3-conjugated secondary antibody (1:300; Jackson Immunoresearch) combined with FITC Rabbit Anti-Active Caspase-3 conjugated antibody (1:5; BD Biosciences). As a positive control, cAMP-treated organoids were incubated with Staurosporine (10 nM; Sigma) for 16 h and collected at the respective time points following the procedures described above. Untreated cells and cells incubated only with the secondary antibody (isotype) were used as negative controls for the gating strategy. For each experiment, at least four wells from each condition were used.

#### Proportion of bTg-GFP cells

The proportions of Nkx2.1 and GFP cells in the control mESC line (TRE-Nkx2-1-Pax8_bTg-eGFP) were evaluated at day 30. Controls (cAMP) and 4OHT-treated (7 days) organoids were dissociated and stained for Nkx2.1 following the steps described above (apoptosis assay session). GFP detection was based on the endogenous expression (bTg-eGFP). Undifferentiated cells (mESCs) and cells incubated only with the secondary antibody (isotype) were used as negative controls for the gating strategy. For each experiment, at least four wells from each condition were used.

All analyses were performed using the LSR-Fortessa X-20 flow cytometer and BD FACSDiva software was used for the quantification analysis. Data are presented as a percentage of positive cells.

### Immunofluorescence staining

Organoids embedded in MTG were fixed in 4% paraformaldehyde (PFA; Sigma) for 1 h at room temperature (RT) and washed three times in PBS. Samples were either stained as whole mount (MTG drop) or embedded in 4% low-melting agarose and cut using Vibratome (80-100μm; Sigma). Blocking was performed using a solution of PBS containing 3% bovine serum albumin (BSA; Sigma), 5% horse serum (Invitrogen) and 0.3% Triton X-100 (Sigma) for 30 min at RT. The primary and secondary antibodies were diluted in a solution of PBS containing 3% BSA, 1% horse serum and 0.1% Triton X-100. Primary antibodies were incubated overnight at 4 °C followed by incubation with secondary antibodies and Hoechst for 2 h at RT. Slides were mounted with Glycergel (Dako).

For paraffin embedding, organoids were fixed in 4% PFA for 1 h at 4°C and kept in 70% ethanol at 4°C before processing. Samples were then embedded in paraffin, sectioned (5 μm), mounted on glass slides, deparaffinized, and rehydrated following standard protocols. For immunostaining, antigen retrieval was performed by incubating the sections for 10 min in the microwave (850 W) in Sodium Citrate Buffer (10 mM Sodium Citrate, 0.05% Tween 20, pH 6.0). After cooling, the sections were rinsed with PBS and blocked with 1% BSA and 10% horse serum PBS solution for 1 h at RT. Primary antibodies (Supplementary Table 1) were diluted in the blocking solution and incubated overnight at 4°C. The sections were rinsed three times in PBS and incubated with Hoechst and secondary antibodies diluted in blocking solution for 1 h at RT. Slides were mounted with Glycergel (Dako). Imaging was performed using a Zeiss LSM510 META confocal microscope and a Leica DMI6000 microscope with DFC365FX camera. The antibodies specifications and dilutions are listed in the supplementary Table 1.

### Western blot

Follicle enriched-organoids were initially isolated (collagenase IV/dispase II solution, described above) from at least 6 distinct wells and pooled together for protein extraction using RIPA buffer. The protein concentration was determined according to Pierce 660 nm protein assay reagent protocol (Thermo Scientific). Briefly, for each sample, 30–50 μg of protein was fractionated by 10% SDS–PAGE and blotted onto an Immobilon PVDF membrane (Millipore). Non-specific binding sites were blocked by incubation with 5% BSA in Tris-buffered saline (TBS) 0.1% Tween-20 (TBS-T) for 1 h. Thereafter, the membrane was incubated overnight at 4 °C with primary antibodies against phospho-ERK1/2 (1:1,000; Cell Signaling), ERK1/2 (1:400; Santa Cruz Biotechnology), and β-Actin (1:1,1000; Cell Signaling) in a blocking solution. Next, the membrane was incubated with horseradish peroxidase-conjugated anti-rabbit (1:1,000; Cell Signaling) or anti-mouse antibody (1:1,000; Cell Signaling) in a blocking solution, for 60 min at RT. The antigen-antibody complexes were visualized using an enhanced chemiluminescence system (GE Healthcare) and captured by Azure 500 system (Azure Biosystems).

### Iodide organification assay

Thyroid organoids treated with cAMP, cAMP+4OHT, cAMP+4OHT + PD + LY and cAMP+4OHT + PD + LY + VPA were tested for the ability of iodide uptake and organification as previously described [4, 57]. Briefly, cells were washed with HBSS and incubated with 1 ml per well of an organification medium containing 1,000,000 c.p.m. per ml ^125^I (PerkinElmer) and 100 nM sodium iodide (NaI, Sigma) in HBSS for 2 h at 37 °C. The reaction was stopped by the addition of 1 ml of methimazole (MMI; 4 mM, Sigma). After two washes with cold PBS, organoids were dissociated by incubation with trypsin/EDTA (Invitrogen) for 10 min at 37 °C. For iodide uptake quantification, cells were collected, and radioactivity was measured using a gamma-counter. Subsequently, proteins were precipitated by adding 100 μl of gamma-globulins (10 mg/ml; Sigma) and 2 ml of 20% TCA followed by centrifugation at 2000 r.p.m. for 10 min, at 4 °C and the radioactivity of protein-bound ^125^I (PBI) was measured. Iodide organification was calculated as an iodide uptake/PBI ratio and, the values were expressed as a percentage. Cells were also treated with 1 mM sodium perchlorate (Nis inhibitor; NaClO4, Sigma-Aldrich) and 2 mM MMI (Tpo inhibitor; Sigma-Aldrich) as iodide uptake and protein-binding controls, respectively. The experiments were performed in triplicates for each condition.

### Gene expression analysis

Real-time PCR (RT-qPCR) was performed on cDNA from thyroid organoids from at least three independent experiments. Total RNA was extracted from thyroid organoids by the addition of lysis RLT Lysis buffer (Qiagen) + 1% 2-mercaptoethanol directly on the MTG drop containing the organoids. For longer cultures (21 days), organoids were initially incubated with a collagenase IV/Dispase II solution (described above) for 30–45 min. Enzymes were inactivated by the addition of differentiation medium, cells were centrifuged (500 g for 3 min), washed with PBS, and resuspended in RLT buffer. RNA was isolated using the RNeasy micro kit (Qiagen) according to the manufacturer’s instructions. cDNA was generated by reverse transcription using the Superscript II kit (Invitrogen). qPCR was performed in triplicates on cDNA (1:10 dilution) using Takyon™ No ROX SYBR 2X MasterMix blue dTTP (Eurogentec) and CFX Connect Real-Time System (Biorad). Results are presented as linearized values normalized to the housekeeping gene, β2-microglobulin and the indicated reference value (2-DDCt). cAMP condition was used as the control for all the comparisons. Primer sequences are described in Supplementary Table 2.

### Bulk RNA sequencing and analysis

Bulk RNA-seq was performed on day 31, using the cAMP, cAMP+4OHT (5 days) and cAMP+4OHT + PD + LY (3 days) conditions (see protocol, Fig. 5A). RNA extraction was performed as previously described (section “*Gene expression analysis”*), and experiments were performed in duplicates. At least three distinct wells were pooled together for each condition. RNA quality and concentration were evaluated using Bioanalyser 2100 (Agilent) and RNA 6000 Nano Kit (Agilent). RNA integrity was preserved, and no genomic DNA contamination was detected. Indexed cDNA libraries were obtained using the TruSeq Stranded mRNA Sample Prep kit (Illumina) using an S2 flow cell, and sequences were produced using a 200 cycles reagent kit. The resulting high-quality indexed cDNA libraries were quantified with the Quant-iT PicoGreen kit (Life Sciences) and Infinite F200 Proplate reader (Tecan); DNA fragment size distribution was examined with the 2100 Bioanalyzer (Agilent) using the DNA 1000 kit (Agilent). Multiplexed libraries (10ρM) were loaded onto flow cells and sequenced on the HiSeq 1500 system (Illumina) in high-output mode using the HiSeq Cluster Kit v4 (Illumina). The sequenced data were uploaded on the galaxy web platform version 22.05.1, and the public server, Data independent acquisition proteomics workbench (RRID:SCR_021862, https://usegalaxy.eu), was used for mapping and counting analysis. Approximately 10 million paired-end reads were obtained per sample. After the removal of low-quality bases and Illumina adapter sequences using Trimmomatic software [104] (RRID:SCR_011848), paired-end reads were mapped against the mouse reference genome mm10 (GRCm38) using HISAT2 sofware [105], allowing soft clipping. Raw read counts were obtained using HTseq count software with unstranded option [106]. Low-expressed genes were filtered using the EdgeR package in R Project for Statistical Computing (https://www.r-project.org). Then, differential expression analysis was performed using DESeq2 package [107]. Fold change and adjusted p value thresholds of 2 and 0.05, respectively were used to select differentially expressed genes (DEG). Gene ontology and pathways enrichment analysis in up and down differentially expressed gene lists was realized using EnrichR (https://maayanlab.cloud/Enrichr/). Transformed counts corresponding to log2 (normalized counts +4) using the DESeq2 package were used for further analysis and heatmap visualization. Thyroid differentiation score (TDS), Enhanced Thyroid differentiation score (eTDS) and ERK activation score were calculated as previously described [66]. The list of the genes used for the score’s calculation is provided in Supplementary Table 3.

### Statistical analysis

All statistical analysis were performed using GraphPad Prism 9. Comparison between two groups and its statistical significance was tested using the nonparametric Mann-Whitney U test. In contrast, comparisons between multiple groups was performed using the nonparametric Kruskal-Wallis test. Data are displayed as median (IQR). Differences were considered significant at p < 0.05 and presented as follows: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. All the data presented are from at least three independent experiments.

### Supplementary information

Supplementary material

Supplementary table 4

## Data Availability

Bulk RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO; RRID:SCR_005012) under accession number GSE228281.

# Supplementary material for: Dual targeting of MAPK and PI3K pathways unlocks redifferentiation of Braf-mutated thyroid cancer organoids
**Source:** Oncogene. 2023 Nov 20;43(3):155–70. doi: 10.1038/s41388-023-02889-y
**Supplement:** Supplementary file 1 — Supplementary material

SUPPLEMENTARY MATERIAL

Supplementary figures

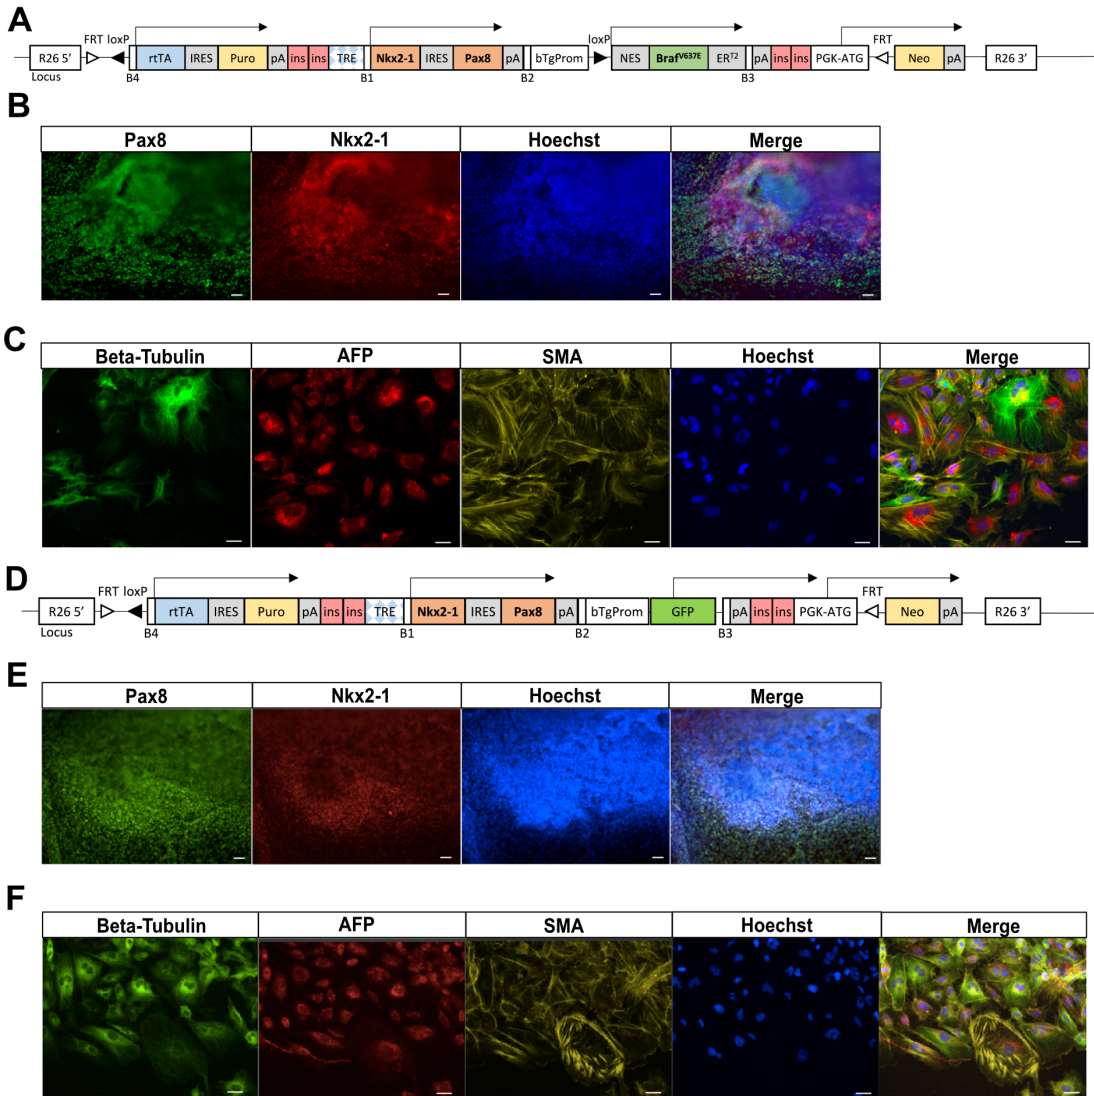

**Supplementary Fig. 1 mESC-cell lines generation and characterization.** Schematic representation of the mESC\_Nkx2-1/Pax8\_bTg\_Braf<sup>V637E</sup> cell line (A). mESC\_Nkx2-1/Pax8\_bTg\_Braf<sup>V637E</sup> line response to doxycycline treatment shows expression of Pax8 and Nkx2-1 proteins (B). Spontaneous differentiation mESC\_Nkx2-1/Pax8\_bTg\_Braf<sup>V637E</sup> cell line leads to the generation of ectodermal (Beta-Tubulin), endodermal (AFP) and mesodermal (SMA) cells (C). Schematic representation of the mESC\_Nkx2-1/Pax8\_bTg\_eGFP control cell line (D). Dox treatment leads to an increase

in Pax8 and Nkx2-1 expression among control cells (E). Spontaneous differentiation of the control cells leads to the generation of ectodermal (Beta-Tubulin), endodermal (AFP) and mesodermal (SMA) cells (F). Scale bars, 50  $\mu$ m (B, E) and 10  $\mu$ m (C, F).

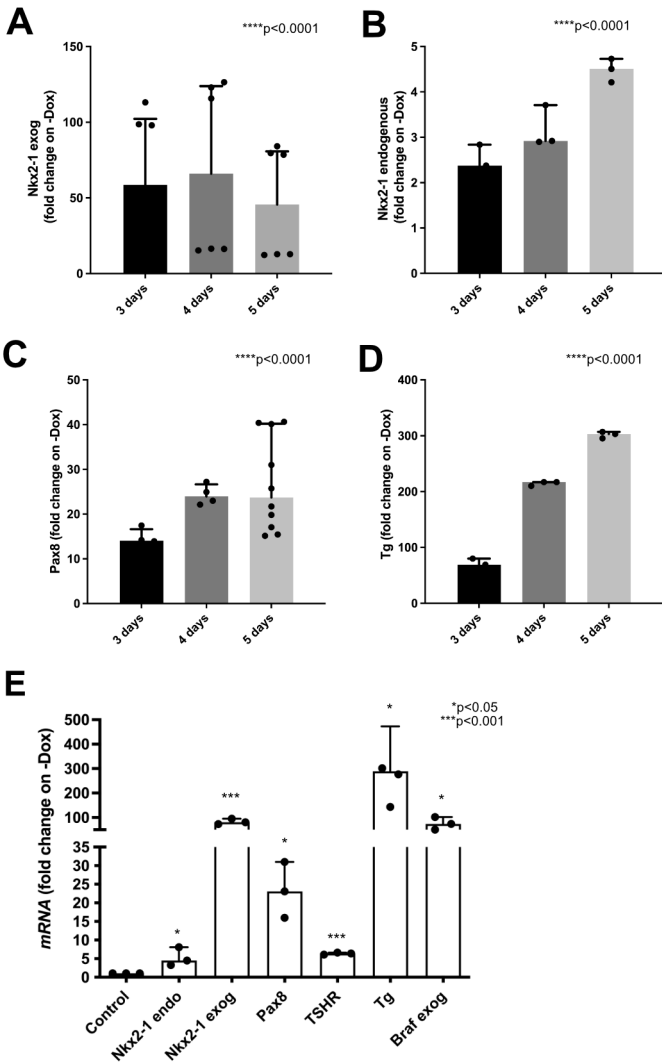

**Supplementary Fig. 2 Doxycycline treatment for 5 days leads to more efficient thyroid gene expression induction.** Time course of Dox-dependent induction of exogenous and endogenous *Nkx2-1* (A, B) *Pax8* (C) and *Tg* (D) expression. mRNA levels of thyroid genes at day 9, after 5 days of Dox treatment (E). Bar graphs represent the median (IQR) of at least 3 independent experiments with individual values shown.

Comparisons were performed against the -Dox condition. (\* $p<0.05$  ; \*\* $p<0.01$  ;  
 \*\*\* $p<0.001$ ; \*\*\* $p<0.0001$ ; Kruskal-Wallis test (A-D) and Mann-Whitney U test (E)).

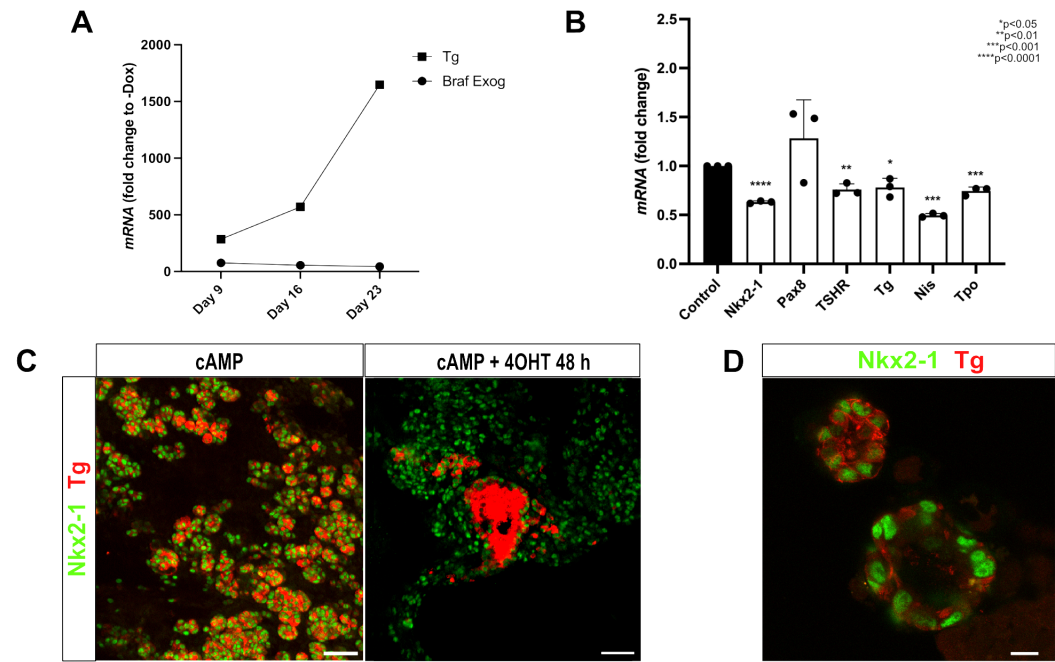

**Supplementary Fig. 3 4OHT treatment rapidly induces Braf-carcinogenic changes in gene expression and follicular organization.** Endogenous Tg and exogenous Braf expression levels at day 9, 16, and 23 of thyroid differentiation protocol (A). Induction of Braf<sup>V637E</sup> for 8 hours promotes the downregulation of main thyroid genes (B). Bar graphs represent the median (IQR) of 3 independent experiments with individual values shown. Comparisons were performed against the cAMP condition. (\* $p<0.05$  ; \*\* $p<0.01$  ; \*\*\* $p<0.001$ ; \*\*\* $p<0.0001$ ; Mann-Whitney U test). Nkx2-1 and Tg immunostaining shows that under Braf<sup>V637E</sup> activation by 4OHT (48 h) thyroid follicles present a bigger size and heterogeneous distribution of Tg compared to the control (cAMP) (C). Remaining follicular-like structures after Braf<sup>V637E</sup> activation (4OHT; 48 h) (D). Scale bars, 50  $\mu$ m (C) and 10  $\mu$ m (D).

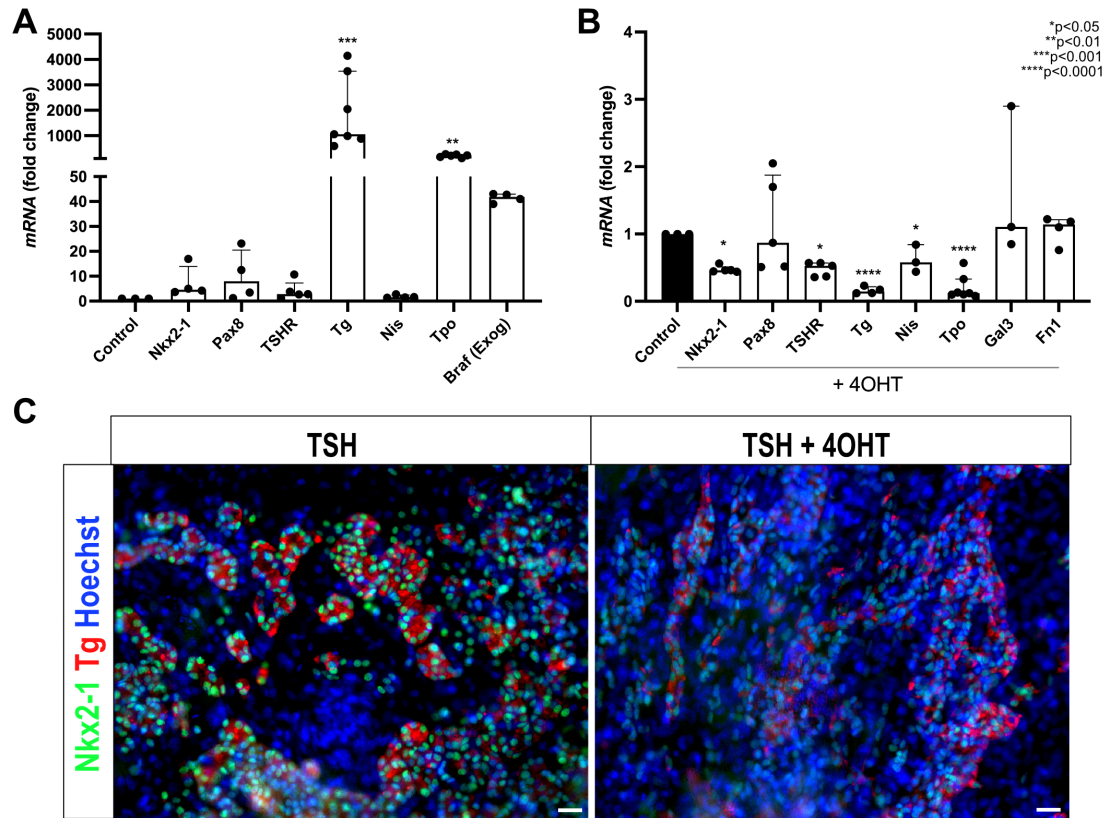

**Supplementary Fig. 4 Braf<sup>V637E</sup> activation in TSH-differentiated thyroid organoids lead to similar phenotype than cAMP-treated cancer organoids.** Thyroid genes expression levels were obtained when mESC\_Nkx2-1/Pax8\_bTg\_Braf<sup>V637E</sup>\_ERT<sup>2</sup> cells were differentiated using hrTSH (A). Treatment with 4OHT for 7 days led to downregulation of thyroid maturation genes, *TSHR*, *Tg*, *Nis* and *Tpo* when compared to cAMP control organoids (B). Bar graphs represent the median (IQR) of 3 independent experiments with individual values shown. Comparisons were performed against the cAMP condition. (\*p<0.05 ; \*\*p<0.01 ; \*\*\*p<0.001; \*\*\*\*p<0.0001; Mann-Whitney U test). Nkx2-1 and Tg immunostaining shows that under Braf<sup>V637E</sup> activation by 4OHT (7 days) thyroid organoids lose the follicular organization while the levels of Tg protein is reduced compared to the cAMP control condition (C). Scale bars, 20  $\mu$ m.

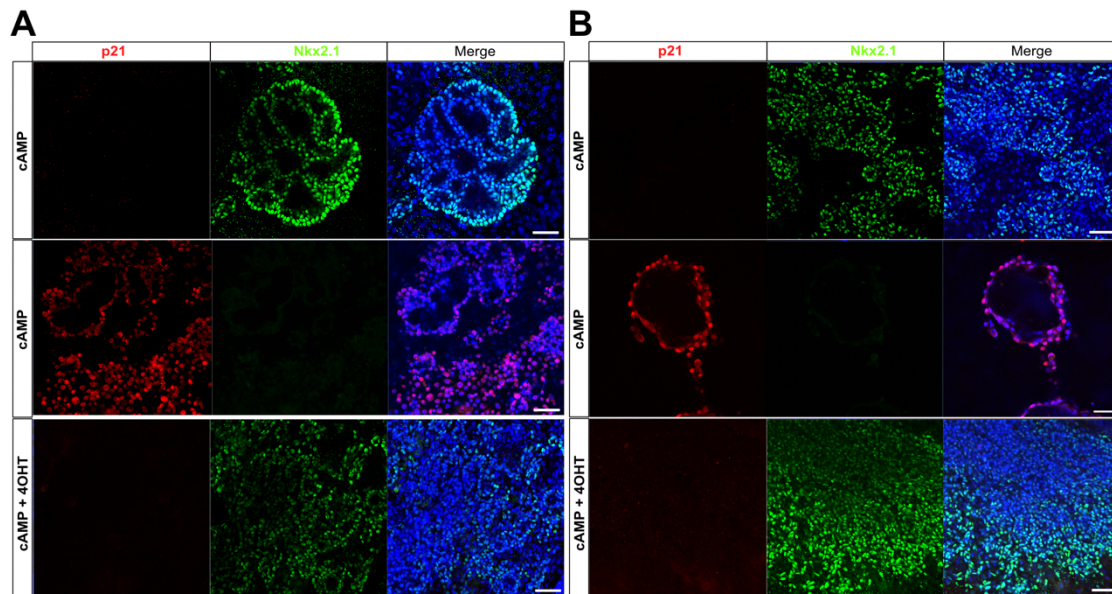

**Supplementary Fig. 5** *Braf*<sup>V637E</sup> induction does not induce the expression of p21 in thyroid organoids. Confocal images show the expression of Nkx2.1 and p21 after 7 (A) and 21 days (B) after induction of *Braf* oncogene by 4OHT treatment. The absence of co-expression of p21 among the Nkx2.1 thyroid cells indicates the absence of oncogene-induced senescence among the cancer organoids. Scale bars, 50 μm.

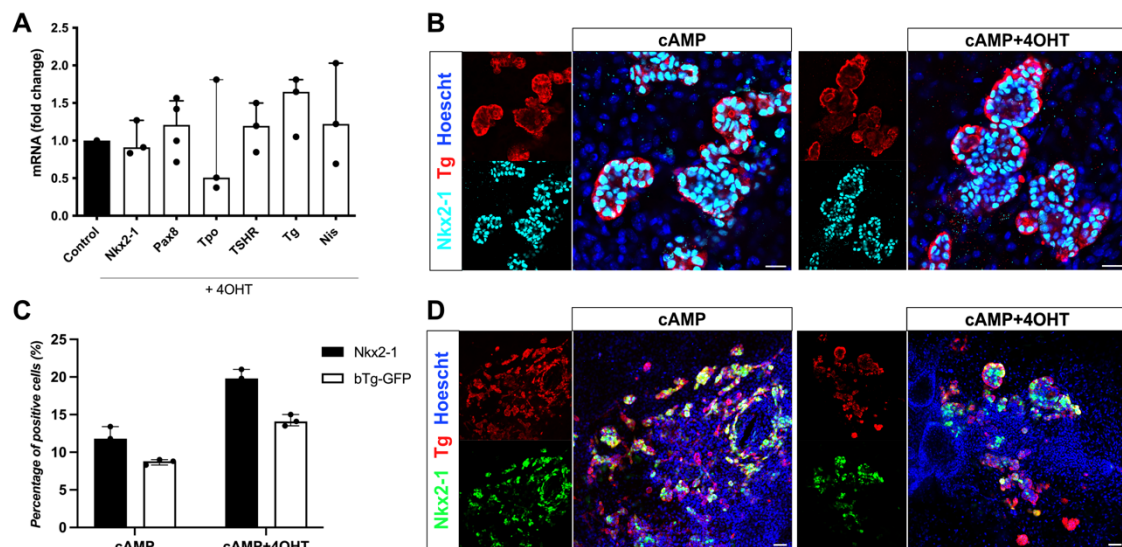

**Supplementary Fig. 6** Treatment with 4OHT in WT thyroid organoids did not lead to cancer phenotype. TRE-Nkx2-1-Pax8\_bTg-eGFP (WT) cell line treated for 7 days with 4OHT did not show changes in gene expression when compared to the control

(cAMP) condition (A). Bar graphs represent the median (IQR) of 3 independent experiments with individual values shown. Comparisons were performed against the cAMP (control) condition. (Mann-Whitney U test). Confocal images show that Tg and Nkx2-1 staining and the follicular structures are preserved after 7 days of 4OHT treatment (B). Quantification of the Nkx2-1 and GFP proportions among cAMP and 4OHT-treated (7 days) samples (C). Bar graphs represent the median (IQR) of 3 independent experiments with individual values shown. Comparisons were performed against the cAMP (control) condition. (Mann-Whitney U test). Confocal images show that Tg and GFP co-staining is found only in a proportion of the Tg-expressing cells (D). Scale bars, 50  $\mu$ m.

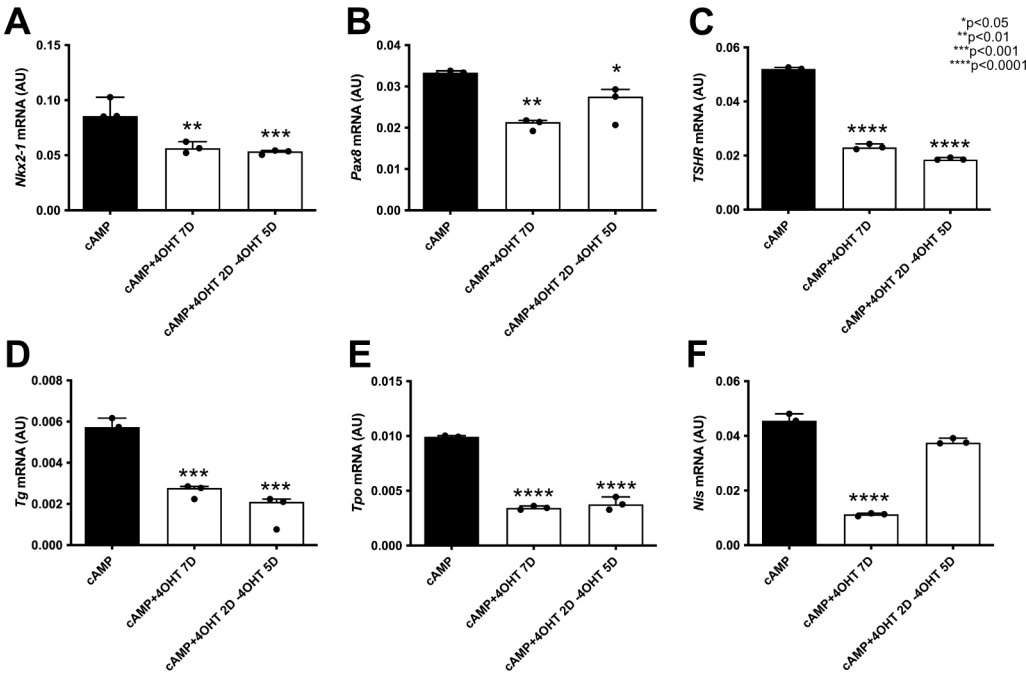

**Supplementary Fig. 7 4OHT interruption does not restore the thyroid gene expression levels.** The induction of Braf<sup>V637E</sup> for 2 days followed by 4OHT removal for 5 days was not enough to recover *Nkx2-1* (A), *Pax8* (B), *TSHR* (C), *Tg* (D), *Tpo* (E) mRNA to the control levels (cAMP). However, it increased *Nis* expression (F) to control values (cAMP). Bar graphs represent the median (IQR) of 3 independent experiments

with individual values shown. Comparisons were performed against the cAMP condition. (\*p<0.05 ; \*\*p<0.01 ; \*\*\*p<0.001; \*\*\*p<0.0001; Mann-Whitney U test).

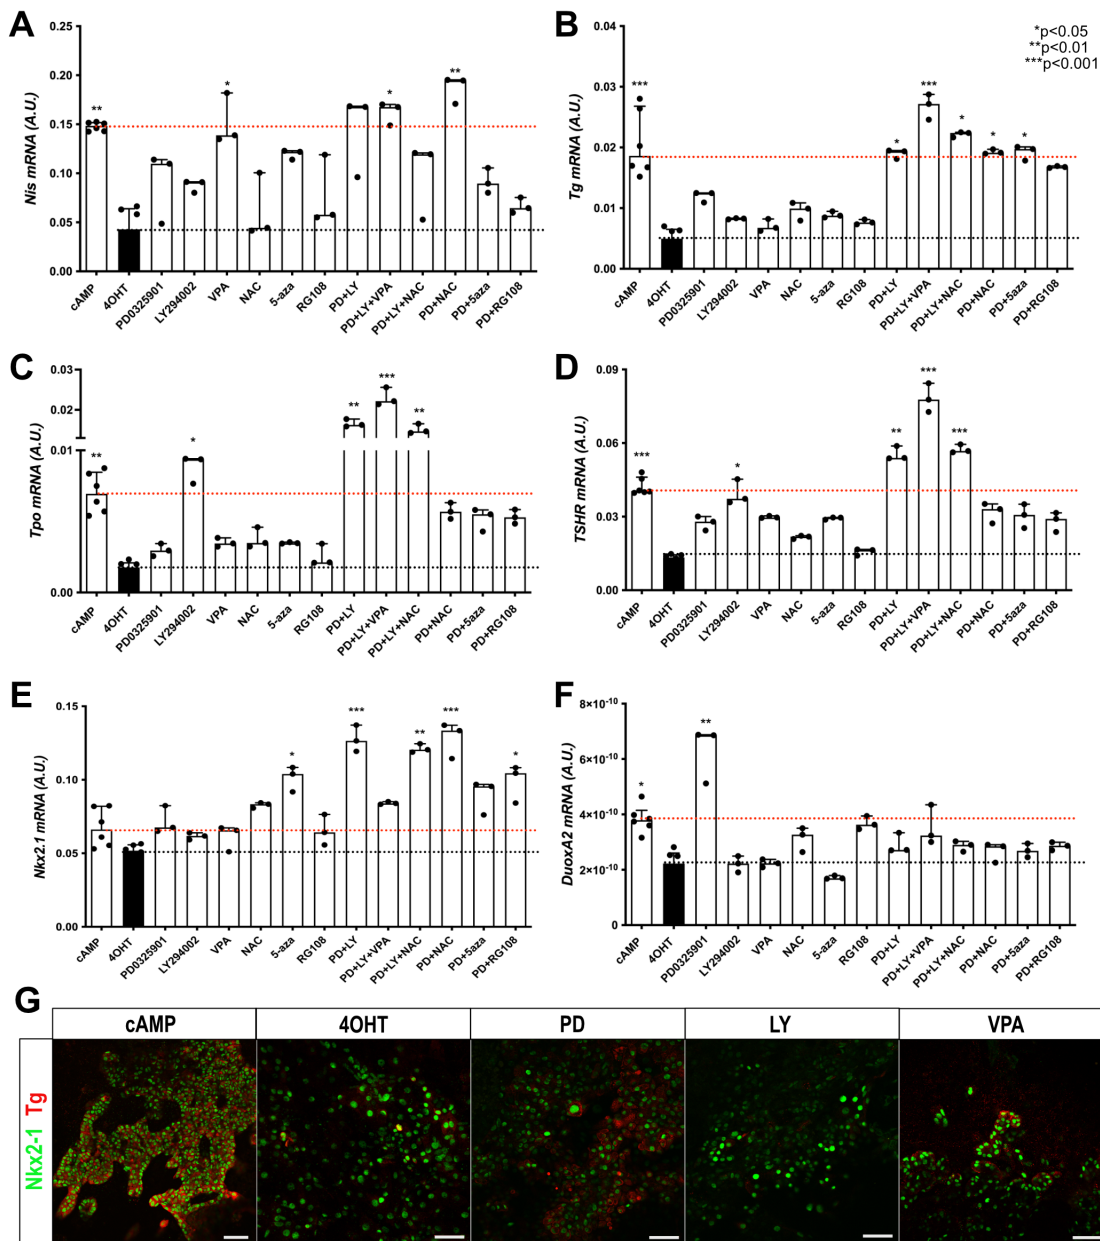

**Supplementary Fig. 8 Effect of distinct classes of inhibitors on thyroid markers.**

Gene expression levels of *Nis* (A), *Tg* (B), *Tpo* (C), *TSHR* (D), *Nkx2.1* (E) and *Duox2A* (F) among normal thyroid organoids, Brf<sup>V637E</sup>-expressing (4OHT) and treated with distinct inhibitor (4OHT+inhib). Bar graphs represent the median (IQR) of 3 independent experiments with individual values shown. Comparisons were performed against the 4OHT condition. (\*p<0.05 ; \*\*p<0.01 ; \*\*\*p<0.001; Mann-Whitney U test). Nkx2-1 and

Tg co-staining shows that isolated PD0325901, LY294002 and VPA treatments are insufficient to revert the inhibitory effect of Braf<sup>V637E</sup> activation on Tg expression and thyroid follicular organization. Scale bar, 50  $\mu$ m.

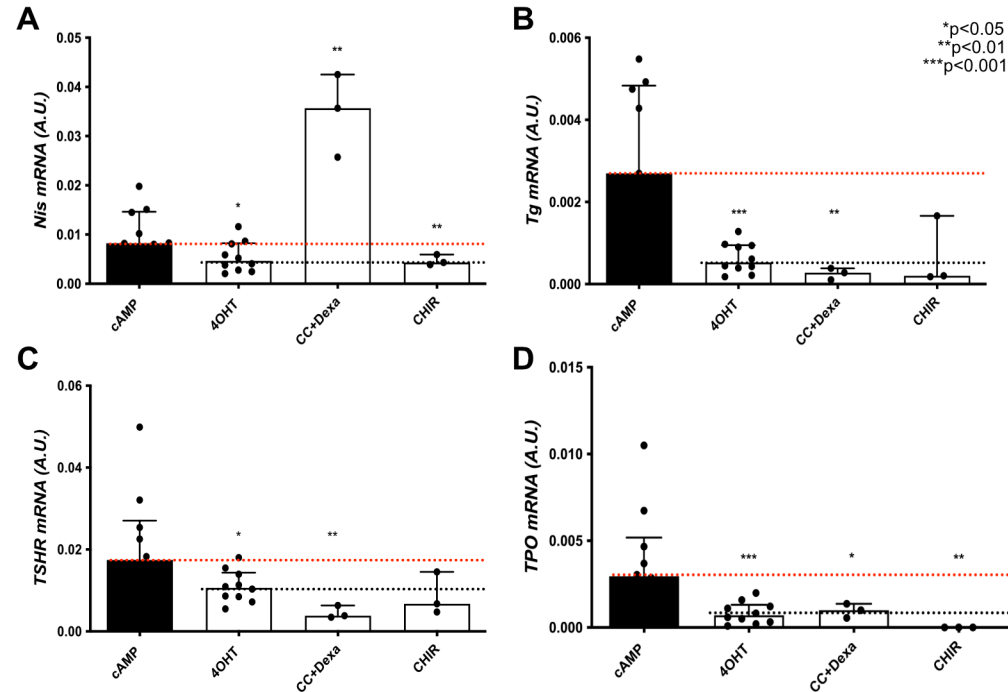

**Supplementary Fig. 9 Inhibition of inflammation and induction of Wnt/ $\beta$ -catenin pathway are not enough to revert thyroid dedifferentiation.** Treatment of cancer organoids (previously treated with 4OHT) with combined anti-inflammatory drugs, dexamethasone, and CC-5013 (TNF-alpha inhibitor) recovered *Nis* mRNA to control (cAMP) levels (A). On the other hand, nor dexamethasone+CC-5013, nor CHIR- 99021 (Wnt/ $\beta$ -catenin activator) could improve the expression levels of *Tg* (B), *TSHR* (C) and *Tpo* (D). Bar graphs represent the median (IQR) of 3 independent experiments with individual values shown. Comparisons were performed against the cAMP condition. (\*p<0.05 ; \*\*p<0.01 ; \*\*\*p<0.001; Mann-Whitney U test).

#### Supplementary tables

**Supplementary Table 1.** Antibodies information.

| Primary antibodies                 |                           |                       |                       |                           |                    |                    |
|------------------------------------|---------------------------|-----------------------|-----------------------|---------------------------|--------------------|--------------------|
| <i>Protein Target</i>              | <i>Provider</i>           | <i>Catalog number</i> | <i>Host Species</i>   | <i>Dilution Flow Cyt.</i> | <i>Dilution IF</i> | <i>Dilution WB</i> |
| AFP                                | Santa Cruz                | sc-8108               | Goat                  |                           | 1:100              |                    |
| $\beta$ -III Tubulin               | Eurogentec                | MMS-435P-200          | Mouse                 |                           | 1:1,000            |                    |
| $\alpha$ SMA                       | Abcam                     | ab32575               | Rabbit                |                           | 1:1,000            |                    |
| Nkx2-1                             | Abcam                     | ab76013               | Rabbit                | 1 :100                    | 1:500              |                    |
| Pax8                               | Cell Signaling            | 59019                 | Rabbit                |                           | 1:500              |                    |
| Tg                                 | Dako                      | A0251                 | Rabbit                |                           | 1:2,000            |                    |
| Tg                                 | Abcam                     | Ab187378              | Mouse                 |                           | 1:250              |                    |
| Nis                                | Gift from N. Carrasco     |                       | Rabbit                |                           | 1:1,000            |                    |
| Tg-I                               | Gift from C. Ris-Stalpers |                       | Mouse                 |                           | 1:250              |                    |
| E-cadherin                         | BD Biosciences            | 610181                | Mouse                 |                           | 1:1,000            |                    |
| ZO-1                               | Invitrogen                | 339100                | Mouse                 |                           | 1:500              |                    |
| Hoechst                            | Invitrogen                | 33342                 |                       |                           | 1:1,000            |                    |
| p-ERK1/2                           | Cell Signaling            | 4370                  | Rabbit                |                           |                    | 1:1,000            |
| ERK1/2                             | Santa Cruz Biotechnology  | sc-514302             | Mouse                 |                           |                    | 1 :400             |
| $\beta$ -Actin                     | Cell Signaling            | 3700                  | Mouse                 |                           |                    | 1:1,000            |
| FITC Rabbit Anti- Active Caspase-3 | BD Biosciences            | 559341                | Rabbit                | 1 :5                      |                    |                    |
| APC anti-BrdU                      | BD Biosciences            | 552598                |                       | 1 :50                     |                    |                    |
| Secondary antibodies               |                           |                       |                       |                           |                    |                    |
| Cy3-conjugated                     | Jackson Immunoresearch    | 715-165-150           | Donkey anti-mouse IgG |                           | 1:500              |                    |

|                             |                        |             |                        |       |       |         |
|-----------------------------|------------------------|-------------|------------------------|-------|-------|---------|
| Cy3-conjugated              | Jackson Immunoresearch | 711-165-152 | Donkey anti-rabbit IgG |       | 1:500 |         |
| Cy3-conjugated              | Jackson Immunoresearch | 705-165-147 | Donkey anti-goat IgG   |       | 1:500 |         |
| Alexa fluor 488-conjugated  | Jackson Immunoresearch | 715-545-150 | Donkey anti-mouse IgG  |       | 1:500 |         |
| Alexa fluor 647-conjugated  | Jackson Immunoresearch | 715-605-150 | Donkey anti-mouse IgG  |       | 1:500 |         |
| Alexa fluor 647-conjugated  | Jackson Immunoresearch | 711-605-152 | Donkey anti-rabbit IgG | 1:300 | 1:500 |         |
| Anti-rabbit IgG, HRP-linked | Cell Signaling         | 7074        |                        |       |       | 1:1,000 |
| Anti-mouse IgG, HRP-linked  | Cell Signaling         | 7076        |                        |       |       | 1:1,000 |

100

101 **Supplementary Table 2.** List of primers used for RT-qPCR analysis.

| Gene                              | Primer Forward             | Primer Reverse          |
|-----------------------------------|----------------------------|-------------------------|
| <i>β2m-Globulin</i>               | GCTTCAGTCGTCAGCATGG        | CAGTTCAGTATGTTTCGGCTTCC |
| <i>Nkx2-1 exog.</i>               | GGCGCCATGTCTTGTCT          | ACACCGGCCTTATTCCAAG     |
| <i>Nkx2-1</i>                     | GGCGCCATGTCTTGTCT          | GGGCTCAAGCGCATCTCA      |
| <i>Pax8</i>                       | CAGCCTGCTGAGTTCTCCAT       | CTGTCTCAGGCCAAGTCCTC    |
| <i>Foxe1</i>                      | GGCGGCATCTACAAGTTCAT       | GGATCTTGAGGAAGCAGTCG    |
| <i>Tg</i>                         | GTCCAATGCCAAAATGATGGTC     | GAGAGCATCGGTGCTGTTAAT   |
| <i>Nis/Slc5a5</i>                 | AGCTGCCAACACTTCCAGAG       | GATGAGAGCACCACAAAGCA    |
| <i>Tshr</i>                       | GTCTGCCCCAATATTTCCAGGATCTA | GCTCTGTCAAGGCATCAGGGT   |
| <i>Tpo</i>                        | ACAGTCACAGTTCTCCACGGATG    | ATCTCTATTGTTGCACGCCCC   |
| <i>Braf<sup>V637E</sup> exog.</i> | GCTTGTGCTTCTCCGAAAAC       | AAGGCCAGGCTGTTCTTCTT    |
| <i>Dio1</i>                       | ATGGCCAGGAACCCCCG          | GCCTGCTGCCTTGAATGAAA    |
| <i>Dio2</i>                       | TTCTCCAACCTGCCTCTTCTTG     | CCCATCAGCGGTCTTCTCC     |

|               |                          |                         |
|---------------|--------------------------|-------------------------|
| <i>Duoxa2</i> | GCCTGGAATCCGTGGGCACTC    | TCCCCACGAACCAGTCTCCACT  |
| <i>Gal3</i>   | TTGAAGCTGACCACTTCAAGGTT  | AGGTTCTTCATCCGATGGTTGT  |
| <i>Fn1</i>    | AATCACAGTAGTTGCGGCAGGAGA | TCTGTCCCAGGCAGGAGATTGTT |

102

103 **Supplementary Table 3.** Gene list used for thyroid differentiation (TDS and eTDS) and

104 ERK scores calculation.

|                 | TDS                                                                                                                                    | eTDS                                                                                                                                                                                                                                                 | ERK score                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Included</b> | DIO1<br>DIO2<br>DUOX1<br>DUOX2<br>FOXE1<br>GLIS3<br>NKX2-1<br>PAX8<br>SLC26A4<br>SLC5A5<br>SLC5A8<br>TG<br>THRA<br>THRB<br>TPO<br>TSHR | BCL2<br>CDH16<br>CLCNKB<br>DLG2<br>DPP6<br>FAM167A<br>FHL1<br>FLRT1<br>GPM6A<br>GRIN2C<br>HGD<br>KIT<br>LMOD1<br>LRP2<br>MATN2<br>MPPED2<br>PKHD1L1<br>PLA2R1<br>SLC26A7<br>SLC4A4<br>SORBS2<br>STXBP5L<br>TFCP2L1<br>TFF3<br>TPPP<br>WSCD2<br>ZMAT4 | ARID5A<br>B4GALT6<br>BRX1<br>BYSL<br>CCND1<br>CD3EAP<br>CHSY1<br>DDX21<br>DUSP4<br>DUSP6<br>EGR1<br>ELOVL6<br>ETV1<br>ETV4<br>ETV5<br>FOS<br>FOSL1<br>GEMIN4<br>GTF2A1L<br>GNL3<br>GPR3<br>GTPBP4<br>HMGA2<br>HYDIN<br>IER3<br>KIR3DL2<br>LIF<br>MAFF<br>MAP2K3<br>MYC<br>NOP16<br>PHLDA2<br>PLK3<br>POLR1C<br>POLR3G<br>PPAN<br>PPAT<br>PYCRL<br>RRS1<br>SEMA6A<br>SH2B3<br>SLC1A5<br>SLC4A7<br>SPRED2<br>SPRY2<br>SPRY4<br>TNC<br>TNFRSF12A<br>TSR1<br>WDR3<br>YRDC |
| <b>Missing</b>  |                                                                                                                                        | LOC286002<br>MT1G                                                                                                                                                                                                                                    | CXCL8                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

105     **Supplementary Table 4.** List of the DEGs for each gene enrichment classification.  
106     Included as a separate file.

How the deposited data were processed for this re-analysis (not part of the article)

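Bulk RNA-seq counts of 6 libraries were analysed, 2 each from follicle-enriched organoids kept in cAMP, given 4OHT, or given 4OHT with PD0325901 and LY204002 added for the last 3 days. According to the authors, paired-end reads were trimmed with Trimmomatic, mapped to mm10 with HISAT2 on the Galaxy platform and counted per gene with HTSeq without regard to strand, and the deposited values are these raw counts per gene symbol without normalization. All values are whole numbers, 25239 genes are listed, and 5586 of them have no count in any library. The authors' own later steps used DESeq2 and EnrichR and are described in the methods of the article; everything given in the passages was computed again from the raw counts. The staining, flow cytometry, Western blot and RT-qPCR results of the article are not analysed here.

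The libraries hold 14898409 to 20637959 counts. The 10 most abundant genes take 5.08 to 5.98% of the counts. Replicates vary more than counting error allows, with a chi-square per degree of freedom of 8.06 in cAMP, 4.47 in 4OHT and 17.3 in PD+LY, and the common biological coefficient of variation is 0.105. The floor of 3 counts used for single genes covers counting error only.

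Differential expression was computed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 15256 and removed 9983. Counts were normalized with TMM (factors 0.990 to 1.01), and 1 quasi-likelihood model with the 3 groups was fitted to all 6 libraries. The comparisons are 4OHT against cAMP, PD+LY against 4OHT and PD+LY against cAMP, with p values adjusted by Benjamini-Hochberg over all tested genes, and the thresholds of the article, an adjusted p under 0.05 and a 2-fold change. The procedure was tested on simulated data with 200 changed genes among 15024: edgeR called 198 with 3 false calls and DESeq2 called 198 with 0, with a median error of 0.11 and 0.12 on the log2 scale. The changed genes had a mean of at least 50 counts, changes larger than the 2-fold threshold and a spread set to the trend over abundance. These numbers therefore do not measure how well changes near 2-fold or genes with few counts are recovered. Gene positions, exon overlaps, GC content and length come from GENCODE M21, in which 24689 of the symbols were found.

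The TDS, eTDS and ERK scores use the gene lists of Supplementary Table 3 and the transformation given in the article, log2 of DESeq2-normalized counts plus 4, centred per gene on the median over the 6 libraries and averaged over the genes. The article refers to earlier work for the formula, so the centring and the mean are choices made here. In the ERK list BRX1 was read as Brix1, and symbols without a mouse symbol of the same name (Kir3dl2, Cd3eap) were matched through older names. This matching was settled while the ERK score was compared with Fig. 6C. Of the listed genes Kir3dl2 and Tff3 have no counts and stay in the mean. Score differences are given with the values of single libraries and the exact permutation test. The score lists and 18 marker lists (9 for cell types, and ATF4 target, FOXO target, p53 target, interferon response, antigen presentation, proliferation, sterol synthesis, Xist and Y chromosome genes) were also tested as sets on log2 CPM (prior count 2) with camera in limma 3.58.1 at a correlation of 0.01, with p adjusted over the lists and comparisons of each family, and with fry and camera with an estimated correlation as alternatives. Adjusted p values over the list alone were computed for lists fixed beforehand. Cochran's Q was used to ask whether the genes of a list change alike within their standard errors.

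Genes are named in the passages because the article names them, because they belong to a list or term under discussion, or because they have the 5 largest changes per direction among DEGs with a mean of at least 50 counts. A fold change against a group at or under the floor is given as a lower bound. The numbers of DEGs, score differences, share of opposite signs and log2 fold changes of named genes were repeated without each library in turn. The set tests, the counts of Supplementary Table 4 genes and the number of DEGs reversed past both thresholds were not. The alternatives were DESeq2 1.42.0 with all 6 libraries or with the 2 groups compared, RLE size factors, no filter, at least 10 counts in every library, edgeR with only the 2 groups compared, the replicate number as a covariate, no fold threshold, and for the scores mean centring, z-scores, a pseudocount of 1, TMM-normalized log2 CPM and filtered genes. In DESeq2 592 genes of 4OHT against cAMP and 296 of PD+LY against 4OHT received no adjusted p, among them 17 and 22 of the edgeR DEGs.

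The share of 4OHT changes that go back under the inhibitors was set against 20 simulated data sets per simulation and against 100 further sets of each with another seed, and against 100 sets of each in which the changes of PD+LY against 4OHT were shuffled over the genes, since both comparisons share the 4OHT libraries. For the pluripotency genes, BLAST+ 2.17.0 was used to look for similar sequences among 13607 annotated pseudogene transcripts (at least 90% identity over at least 100 bases). The trend of log2 counts on GC content and length was removed with a local regression, and counts were thinned to the smallest library, as checks on the numbers of DEGs. A second list of 7 naive and 1 of 8 primed pluripotency genes were written after the levels of the pluripotency list were known and before any of their own values was seen.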

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

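Several marker lists of cell types are measurable at levels the paper does not report for these libraries. Of the tests in this part, those on pseudogenes, on RNA from outside the cultures, on the share of pluripotent or mesenchymal cells and on GC content and length within the pluripotency list were chosen only after the result was seen.

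The pluripotency list has a median of 279.2 CPM in cAMP, 289 in 4OHT and 211 in PD+LY, and the lowest of its genes, Dppa4, has 93.8 CPM over the 6 libraries. None of its 10 genes stands in Supplementary Table 4 or in another list. The genes with no similar pseudogene (Pou5f1, Esrrb, Utf1 and Fgf4) have a median of 279.9 CPM, which argues against reads of pseudogenes as the source. If all reads of these genes were RNA added from outside the cultures, they would have changed alike or not at all between PD+LY and 4OHT. The genes moved apart by more than their standard errors (Cochran's Q, chi-square p = 4.22e-21), which argues against added RNA as the only source. The test cannot exclude added RNA beside reads from cells of the cultures. It is also sensitive to small differences: it rejected for sterol synthesis (chi-square p = 2.68e-12), where all 19 genes fell. What stays open as well is that the organoids hold cells that kept or regained pluripotency genes, which may include undifferentiated cells that pass the enrichment for follicles.

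Between PD+LY and 4OHT the same 10 genes went both ways (6 up, 4 down, median 0.09), with Nanog at 0.60 and Klf4 at 0.32 on the one side and Tdgf1 at -0.82 and Utf1 at -0.67 (-0.34 without PD+LY library 1) on the other. A changed share of pluripotent cells alone would move them together, as far as all their reads come from such cells. Under that condition the changes in both directions and Cochran's Q of 117.6 with 9 degrees of freedom argue against it as the only cause. With the trend on GC content and length removed the genes still moved apart (Q, chi-square p = 2.54e-36). A candidate explanation is a change of state of these cells when MEK is inhibited. The second list of naive genes was higher in PD+LY as a set (camera p = 0.029, 5 of 7 genes up, median 0.66, from -0.69 for Nr0b1 to 1.63 for Dppa3), but adjusted over both second lists the p was 0.058, and it was 0.00212 with fry and 0.155 with an estimated correlation. The second list of primed genes (4 of 8 down, median -0.12, from -2.20 for Tcf15 to 0.69 for Foxd3) gave a camera p = 0.4551, 0.0406 with fry and 0.708 with an estimated correlation, so whether primed genes fall cannot be told from these libraries. The change of state remains a hypothesis found and tested on the same libraries.

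The mesenchymal list has a median of 33.162 CPM in cAMP, 49.7 in 4OHT and 107 in PD+LY, and 8 of its 15 genes stand in Supplementary Table 4. In PD+LY against 4OHT 6 of its genes were DEGs up and 2 were DEGs down. A larger share of mesenchymal cells alone would raise all of them alike, as far as all their reads come from such cells. Under that condition Cochran's Q speaks against it as the only cause (chi-square p = 7.35e-92), since Pdgfrb fell while Postn rose. A response of mesenchymal cells to the inhibitors, with or without a change in their share, stays open and may account for the matrix genes among the DEGs.

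The epithelial list has a median of 84.035 CPM in cAMP, 65.1 in 4OHT and 50.5 in PD+LY, and 2 of its 15 genes stand in Supplementary Table 4. Thyroid, lung and other epithelial cells share these genes, so the list cannot separate them, and no technical or biological explanation was tested for it.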

How the results depend on the processing

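Of the alternatives given here, the TDS and eTDS genes in 1 score, the eTDS over genes with a mean of at least 50 counts and the further simulated sets, shuffled or not, were chosen only after the values were seen. For the 27 main results (numbers of DEGs, score differences, set tests of the score lists, genes of Supplementary Table 4 and the share of reversed genes), 95 of 113 values from alternatives gave the same reading as the main setting, 4 weaker, 11 moved and 3 reversed. Without 1 library, 50 of 54 values gave the same reading, but these cover only 13 of the 27 results. The set tests and the counts of Supplementary Table 4 genes were not repeated in this way. Where a value changed, the cause was not tested.

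The numbers of DEGs moved by more than 1.5 times only without the fold threshold, to 1280, 3469 and 3925. No alternative moved the median log2 fold change of all genes by 0.1. In 100 further simulated sets per simulation the share of opposite signs ran from 47.6 to 61.5% with only DEGs different and from 62.7 to 70.9% with all fitted levels kept.

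The TDS differences kept their signs. Between 4OHT and cAMP the difference ran from -0.43 without 4OHT library 2 to -0.20 without 4OHT library 1, and between PD+LY and 4OHT from 0.35 without PD+LY library 1 to 0.82 without PD+LY library 2. That between PD+LY and cAMP was 0.45 with z-scores and ran from 0.0296 without PD+LY library 1 to 0.50 without PD+LY library 2.

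The eTDS is the least stable score. Its difference between 4OHT and cAMP was -0.21 with z-scores and -0.18 with the TDS and eTDS genes in 1 score. Between PD+LY and 4OHT it was 0.20 with z-scores and 0.25 with both lists in 1 score, and it ran from -0.059 without PD+LY library 1 to 0.19 without PD+LY library 2. Between PD+LY and cAMP its sign turned with both lists in 1 score (0.0779) and with the more abundant genes (0.0601), and it ran from -0.16 without PD+LY library 1 to 0.0939 without PD+LY library 2.

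The ERK score difference between 4OHT and cAMP turned to -0.0798 with z-scores and ran from 0.0265 without 4OHT library 2 to 0.111 without 4OHT library 1. Between PD+LY and 4OHT it was -0.58 with z-scores and -0.81 with a pseudocount of 1, and -0.78 without 4OHT library 1 and -0.70 without 4OHT library 2. Between PD+LY and cAMP it was -0.73 with a pseudocount of 1 and -0.70 with TMM-normalized log2 CPM, and -0.69 without cAMP library 1 and -0.65 without cAMP library 2.

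In the set tests of the score lists, the rise of the TDS in PD+LY against 4OHT had an adjusted p of 0.1554 with fry and 0.7749 with the correlation estimated. The fall of the ERK list in PD+LY, against 4OHT and against cAMP, had 0.08235 with the correlation estimated and 0.000368 with fry. Of the 54 set tests of marker lists 30 had an adjusted p under 0.05 with camera, 30 with fry (4 lost and 4 gained) and 0 with the estimated correlation.

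Of 360 values of named genes without 1 library, 288 gave the same reading, 66 moved by more than the standard error and 6 changed sign. In 4OHT against cAMP, Foxe1 ran from -0.48 (without cAMP library 1) to 0.0079 (without cAMP library 2) and Nkx2-1 from -0.50 (without 4OHT library 2) to 0.0315 (without 4OHT library 1). Nkx2-1 in PD+LY against 4OHT ran from -0.0800 (without PD+LY library 1) to 0.46 (without 4OHT library 2). In PD+LY against cAMP, Tg ran from -0.51 (without PD+LY library 1) to 0.53 (without PD+LY library 2).

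The main setting does not pair the samples by replicate number. The deviations of the libraries with number 1 from their group means correlate weakly between groups, by 0.0718, 0.207 and 0.0586. The third principal component (10.16% of variance) still holds the number 1 libraries at 11.28 (cAMP), 10.72 (4OHT) and 22.66 (PD+LY). In the same order the number 2 libraries lie at -16.82, -2.646 and -25.19, so an effect shared by replicate number cannot be excluded. With the replicate number as a block the numbers of DEGs were 513, 1222 and 1481, of which 404, 1105 and 1396 are among those of the main setting.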

Differences from the paper's values

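For the eTDS, Fig. 6B shows a mean of about -0.53 in 4OHT and about 0.5 in PD+LY, read by eye, where the listed genes gave -0.0202 and 0.0414. None of the alternatives set before the data were examined closed the gap: mean centring gave -0.05 and 0.01, z-scores -0.13 and 0.06, a pseudocount of 1 -0.04 and -0.0043, TMM-normalized log2 CPM -0.03 and 0.02, and the filtered genes -0.01 and 0.05.

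The paper reports 321 DEGs in 4OHT against cAMP (156 up, 165 down) and 853 in PD+LY against 4OHT (287 up, 566 down). These lie within 1.5 times of the 408 and 1107 found with edgeR. DESeq2 with only the 2 groups compared gave 389 and 853 (281 up, 572 down), which reaches the paper's total for PD+LY against 4OHT. With at least 10 counts in every library edgeR gave 326 and 893.

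Of the genes that Supplementary Table 4 lists as changed in 4OHT against cAMP, 5 were not DEGs with edgeR. Tshr (-1.10, edgeR quasi-likelihood with Benjamini-Hochberg, adjusted p = 0.0594) and Cxcl1 (1.49, adjusted p = 0.0781) were called by DESeq2 with all libraries, by edgeR without a filter and with the replicate number as a covariate. Inhbb (1.00, adjusted p = 0.00271) was called by DESeq2 with all libraries, with RLE size factors and by edgeR with only the 2 groups. Rrad (1.83, adjusted p = 0.0517) was called by DESeq2 in both forms, by edgeR without a filter or with only the 2 groups, and with the covariate. Xist (-1.65, adjusted p = 0.0536) was called by DESeq2 with only the 2 groups, by edgeR without a filter, with 10 counts in every library or with only the 2 groups, and with the covariate.

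The paper describes a recovery of both differentiation scores under the inhibitors. For the eTDS the libraries of PD+LY and 4OHT overlap. The paper counts thyroid genes as lower under Braf^V637E, whereas Duox1 had a positive log2 fold change in 4OHT against cAMP without being called (1.37, edgeR quasi-likelihood with Benjamini-Hochberg, adjusted p = 0.262), and Nis (Slc5a5) fell by just under 2-fold with edgeR while DESeq2 with all libraries called it.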

Other observations

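The tests in this part on the share of thyroid cells, on the eTDS genes with more counts, on the genes that go back past both thresholds, on the reversal of genes up and down taken apart and with further simulated sets were chosen only after the result was seen.

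Thyroid genes can fall in bulk RNA when thyroid cells express less of them or when fewer thyroid cells are present. The 15 genes of Fig. 6A did not fall alike in 4OHT against cAMP (Cochran's Q, chi-square p = 4.39e-16), and Nkx2-1 and Pax8 hardly changed. Reads of Nkx2-1 can also come from lung-like cells, as Sftpb is present at 130 CPM over the 6 libraries. For Nkx2-1 and Pax8 the counts cannot separate the line's doxycycline-inducible copies from the cells' own genes, so their steady level says little about the share of thyroid cells. A lower share of thyroid cells alone would lower all 15 alike, whereas 9 had a negative and 6 a positive log2 fold change. As far as their reads come from thyroid cells, this argues against a lower share as the only cause for these genes. Lower expression per cell, with or without a lower share of thyroid cells, stays open, since the libraries do not separate cells.

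More genes fell than rose in PD+LY against 4OHT. With the trend on GC content and length removed, which explained 0.947 to 9.21% of the variance per library, 768 genes fell and 380 rose, and 969 of these 1148 DEGs are among the 1107 of the main setting. With all libraries thinned to 14898409 counts 706 fell and 348 rose (993 shared). Both tests argue against these technical causes as the whole source. A loss of ERK-dependent and PI3K-dependent transcripts may explain the excess, which was not tested further.

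The share of opposite signs among the 4OHT DEGs (59.1%) lies under the highest share in 20 simulated sets in which only DEGs differ (60.23%), and 5 of 100 further sets reached it, so for all DEGs together chance from the shared 4OHT libraries cannot be told apart from reversal by the signs. Among DEGs down the share was 50.0%, which 86 of the 100 sets reached (highest over both simulations 69.93%), so the same holds for them. Among DEGs up the share was 70.8%. No set with only DEGs different reached it, with a highest share of 65.2% in the 100 sets, but 4 of 100 sets with all fitted levels kept did, up to 73.79%. That simulation calls more DEGs than the data, so the share of signs alone leaves chance open for the genes up.

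The genes past both thresholds decide more. With the changes of PD+LY against 4OHT shuffled over the genes and the 4OHT libraries still shared, at most 80.74% of the DEGs up that passed both thresholds went back in 100 sets of either simulation, while in the data 57 went back and 7 went further (89.1%), which argues against chance from the shared libraries as the whole source for these genes. Among DEGs down 31 went back and 32 went further (49.2%), under the highest simulated share of 59.13%, and chance cannot be told apart from reversal for them, since the 2 simulations differ (0 and 49 of 100 sets reached that share). Over both directions 69.3% went back against at most 68.65%, a margin that rests on the genes up. Reversal by the inhibitors of part of the genes up stays as a hypothesis, and a longer time under 4OHT in PD+LY (4 and 3 days against 5 by the methods) was not tested and stays open as well.

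The eTDS as computed here did not follow the TDS. The paper's text gives no formula or weights for it, so the mean over the listed genes may not be the score drawn in Fig. 6B. Over the 16 eTDS genes with a mean of at least 50 counts the difference between PD+LY and 4OHT was 0.17, with a pooled SD of 0.17 and overlapping libraries, and that between 4OHT and cAMP was -0.11 (SD 0.12). Low counts of the remaining genes may hide a change, and 2 libraries per group are too few to tell.

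Among the lists for cell types, with camera and Benjamini-Hochberg over the 18 lists and 3 comparisons, the neural progenitor list (4 of 15 genes in Supplementary Table 4) fell in 4OHT against cAMP (median -1.01, 13 of 14 tested genes, adjusted p = 0.000191) and lay lower in PD+LY than in cAMP (-1.56, adjusted p = 0.00436), with -0.20 between PD+LY and 4OHT (adjusted p = 0.402). The endothelial list (6 of 15 in that table) had -0.38 in PD+LY against 4OHT (adjusted p = 0.157) and -1.47 against cAMP (13 of 14, adjusted p = 1.49e-05). The epithelial list had -0.22 (adjusted p = 0.0329), -0.64 (13 of 15 down, adjusted p = 0.000773) and -0.90 (14 of 15 down, adjusted p = 1.39e-05) in 4OHT against cAMP, PD+LY against 4OHT and PD+LY against cAMP. In the same order the mesenchymal list had 0.38 (11 of 15 up, adjusted p = 0.00243), 0.55 (adjusted p = 0.0458) and 1.24 (11 of 15 up, adjusted p = 0.00436), and the pluripotency list 0.17 (adjusted p = 0.0972), 0.09 (adjusted p = 0.675) and 0.28 (adjusted p = 0.198).

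The lung or airway list rose by 0.21 in 4OHT (adjusted p = 0.519) and fell in PD+LY against 4OHT (median -1.21, 8 of 10 genes, adjusted p = 0.00126) and against cAMP (-0.87, adjusted p = 0.00126). The visceral endoderm list had 0.05 (adjusted p = 0.719), -1.16 (10 of 11 down, adjusted p = 0.00436; -1.08 with genes at the floor set to their bound) and -0.93 (adjusted p = 0.00243). The cardiomyocyte list had 0.30 (adjusted p = 0.586), -0.55 (9 of 10 down, adjusted p = 0.0308) and -0.52 (adjusted p = 0.222), and the 4 tested macrophage genes 0.12 (adjusted p = 0.81), -0.87 (adjusted p = 0.0158) and -0.85 (adjusted p = 0.0329).

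Of the lists for processes, sterol synthesis fell in all 19 genes in PD+LY against 4OHT (median -0.53, adjusted p = 5e-06) and against cAMP (-0.58, adjusted p = 1.04e-06), with -0.04 in 4OHT against cAMP (adjusted p = 0.336). ATF4 targets (17 genes, 3 in Supplementary Table 4 and 1 in another list) rose in 4OHT against cAMP (0.35, 14 of 17, adjusted p = 0.00126) and fell in PD+LY against 4OHT (-0.74, 16 of 17, adjusted p = 1.04e-06) and against cAMP (-0.58, adjusted p = 0.000714). Proliferation genes stayed close in 4OHT (-0.08, adjusted p = 0.277) and were slightly lower in PD+LY than in 4OHT (-0.20, 16 of 18, adjusted p = 0.0329) and cAMP (-0.24, adjusted p = 0.00456). The p53 targets had 0.13 (adjusted p = 0.222), -0.51 (11 of 14 down, adjusted p = 0.004) and -0.35 (adjusted p = 0.0329), FOXO targets -0.30 (11 of 14 down, adjusted p = 0.0422), 0.01 (adjusted p = 0.81) and -0.32 (adjusted p = 0.0761), antigen presentation 0.23 (adjusted p = 0.273), -0.78 (7 of 8 down, adjusted p = 0.00436) and -0.44 (adjusted p = 0.0422), and interferon response -0.13 (adjusted p = 0.277), 0.22 (adjusted p = 0.469) and 0.06 (adjusted p = 0.754). The Y chromosome genes had 0.0003 (adjusted p = 0.854), 0.44 (4 of 4 up, adjusted p = 0.0357) and 0.46 (adjusted p = 0.0728), and Xist -1.65 (set test adjusted p = 0.196), 0.74 (adjusted p = 0.519) and -0.91 (adjusted p = 0.511). All list medians kept their sign with RLE size factors and with DESeq2, and with an estimated correlation none of these set tests passed 0.05. Biological explanations were tested only for the pluripotency and mesenchymal lists, as given above.

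Some genes that the paper measures by other methods can be read in the libraries. Lgals3 rose by 1.38 in 4OHT against cAMP (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000117), fell by 2.06 in PD+LY against 4OHT (adjusted p = 3.65e-06) and ended under cAMP (-0.68, adjusted p = 0.004). Cdkn1a had 0.58 (adjusted p = 0.0067) and -0.56 (adjusted p = 0.00294) in the first 2 comparisons, and Fn1 0.17 in 4OHT against cAMP (adjusted p = 0.417; 0.01 without cAMP library 2). Braf reads were lower in 4OHT than in cAMP (-0.55, adjusted p = 0.0165, 61.6 against 90.4 CPM), and reads of Esr1, the mouse gene of the receptor whose ligand-binding part is in the fusion, were at 0.335 CPM in cAMP and 1.10 in 4OHT (1.68, adjusted p = 0.114; 0.86 without 4OHT library 1). Braf shares exon sequence with Ndufb2, and the counts cannot separate reads of the fusion from those of the cells' own genes.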
